# BMP signaling regulates dorsal skeletal growth in the sea urchin embryo

**DOI:** 10.1242/dev.205344

**Published:** 2026-04-23

**Authors:** William B. Douglas, Charles A. Ettensohn

**Keywords:** Biomineralization, BMP, Sea urchin, Skeletogenesis, Syncytium, VEGF

## Abstract

The development of the elaborate, calcified endoskeleton of sea urchin embryos is a model for understanding the dynamic nature of developmental gene regulatory networks and the control of biomineralization. While several signaling pathways have been shown to regulate gene expression and biomineral formation by sea urchin skeletogenic cells, important gaps in our understanding remain. Here, we focused on signals that regulate skeletogenesis along the dorsal-ventral axis of the late-stage embryo. We used a specific inhibitor of Type I BMP receptors, K02288, to show that BMP signaling regulates skeletal growth selectively in the dorsal region. K02288 treatment led to dorsal skeletal defects and inhibited the expression of genes typically expressed specifically in the dorsal skeletogenic cells, including biomineralization genes. Using RNA sequencing, we identified genes that were uniquely downstream of either the BMP or a ventral signaling pathway (the VEGF pathway) at late developmental stages and genes downstream of both pathways. Our findings establish BMP signaling as a key pathway regulating dorsal skeleton formation and show that BMP signaling functions in concert with VEGF signaling to define the dorsal-ventral axis of the skeleton.

## INTRODUCTION

Sea urchin skeletogenesis has been a valuable experimental model for studying cell fate specification, cell signaling, morphogenesis and biomineralization (McIntyre et al., 2014; Shashikant et al., 2018; Gildor et al., 2021). The cells that will produce the embryonic skeleton, the large micromeres, form at the 32-cell stage as a result of two, successive, unequal cell divisions (Summers et al., 1993). At the late blastula stage, the large micromere descendants undergo epithelial-to-mesenchymal transition (EMT) and enter the blastocoel, after which they are referred to as primary mesenchyme cells (PMCs). During gastrulation, the PMCs extend filopodia and migrate on the blastocoel wall. At the same time, these cells fuse with one another via their filopodia, creating a single, continuous syncytial network (Gibbins et al., 1969; Hodor and Ettensohn, 1998, 2008). As the PMCs migrate and fuse, they form two clusters on the ventrolateral surfaces of the blastocoel wall. These ventrolateral clusters are connected ventrally and dorsally by slender chains of PMCs. Mineral deposition begins at the mid-gastrula stage with the formation of a single, tri-radiate spicule rudiment in each ventrolateral cluster. The arms of the tri-radiate spicule rudiments subsequently elongate and branch in a stereotypical fashion resulting in the formation of additional skeletal elements, including the post-oral rods, anterolateral rods, body rods and other smaller elements.

A complex developmental gene regulatory network (dGRN) deployed in PMCs has been characterized extensively (Oliveri et al., 2008; Davidson and Peter, 2015; Martik et al., 2016; Shashikant et al., 2018; Gildor et al., 2021). This dGRN is regulated both temporally and spatially. The temporal control of the PMC dGRN can be divided into an early, cell-autonomous phase (Phase 1) and a second, signal-dependent phase (Phase 2). These two phases of dGRN regulation approximately correspond to the periods of development before and after formation of the PMC syncytium. Phase 1 is initiated by the enrichment of maternal β-catenin, Dishevelled and the Otx(α) transcription factor (TF) in the micromeres, which leads to the expression of the TF Pmar1 (Chuang et al., 1996; Emily-Fenouil et al., 1998; Logan et al., 1999; Oliveri et al., 2003; Weitzel et al., 2004; Peng and Wikramanayake, 2013). Pmar1 drives the expression of several TF-encoding genes, including the key skeletogenic regulators *alx1* and *ets1*, leading to activation of downstream components of the network (Kurokawa et al., 1999; Kitamura et al., 2002; Ettensohn et al., 2003; Revilla-i-Domingo et al., 2007; Oliveri et al., 2008; Sharma and Ettensohn, 2010; Rafiq et al., 2014; Khor et al., 2019).

During Phase 2, cell-autonomous regulation of the PMC dGRN ends, and skeletogenesis becomes dependent on external signals. This shift in regulation drives a major change in spatial patterns of gene expression from an early pattern, in which effector genes are expressed uniformly by all PMCs, to a late pattern, in which expression is restricted to localized, distal sites of active skeletal growth in both the dorsal and ventral regions (Harkey et al., 1992; Guss and Ettensohn, 1997; Cheers and Ettensohn, 2005; Sun and Ettensohn, 2014). Although PMCs are organized in a syncytium, the mobility of TFs and biomineralization proteins within the syncytium is limited, providing a mechanism for generating and maintaining non-uniform patterns of both gene expression and biomineral growth (Khor et al., 2023).

Several signaling pathways have been shown to influence skeletogenesis including the RTK, TGFβ, Wnt and FAK-ROCK-ERK pathways (Röttinger et al., 2008; Piacentino et al., 2015; Sun and Ettensohn, 2017; Thomas et al., 2023; Hijaze et al., 2024; Layous et al., 2025). Although the localized production of signaling ligands might explain localized gene expression patterns within the PMC syncytium, the relationship between most of these signals and the regulation of the PMC dGRN during Phase 2 is poorly understood. One exception is the VEGF signaling pathway, which regulates gene expression in the ventral region of the PMC syncytium. The VEGF3 ligand is expressed by ectodermal cells overlying the ventrolateral clusters and is required for the formation of the tri-radiate spicule rudiments (Duloquin et al., 2007; Adomako-Ankomah and Ettensohn, 2013; Tarsis et al., 2022). The expression domain of VEGF3 then dynamically shifts as the ventral skeletal elements elongate, eventually becoming restricted to the ectoderm overlying the growing tips of the post-oral and anterolateral rods (Duloquin et al., 2007; Adomako-Ankomah and Ettensohn, 2013). Treatment of embryos with axitinib, a potent VEGFR inhibitor, inhibits the expression of biomineralization genes and skeletal growth on the ventral side of the embryo without affecting dorsal skeletogenesis (Sun and Ettensohn, 2014). This evidence strongly implies the presence of a second, unknown signal that is responsible for regulating the PMC dGRN in the dorsal region of the PMC syncytium (DS).

TGFβ signaling plays a key role in the formation of the dorsal-ventral axis during early sea urchin development (Duboc et al., 2004). Nodal and BMP2/4 are initially produced on the ventral side of the early embryo. The activity of BMP2/4 is inhibited ventrally by Chordin and the ligand spreads to the dorsal half of the embryo where it is essential for dorsal development (Lapraz et al., 2009). A combined morpholino knockdown of the Type I BMP receptors Alk1/2 and Alk3/6 leads to early dorsal defects and ventralization of the embryo (Haillot et al., 2015). Furthermore, Smad1/5/8, a downstream TF of the BMP signaling pathway, is preferentially phosphorylated on the dorsal side of the embryo beginning at the late blastula stage (Lapraz et al., 2009). Nodal/BMP signaling has been shown to contribute to left/right patterning of the coelomic pouches and anterior skeletal development during Phase 2 (Luo and Su, 2012; Molina et al., 2013; Su, 2014; Piacentino et al., 2015, 2016), but its possible role in dorsal skeletal patterning has not been explored. Notably, pSmad1/5/8 is enriched in the DS during Phase 2 of skeletogenesis (Haillot et al., 2015). These data demonstrate an early contribution of BMP signaling to general dorsal development and provide hints that this pathway might also regulate skeletogenesis in the DS during Phase 2.

In this study, we show that BMP signaling plays an essential role in regulating the PMC dGRN and skeletal growth in the DS. To elucidate the function of BMP signaling during Phase 2, we employed a small molecule inhibitor, K02288, that specifically inhibits the functions of Alk1/2 and Alk3/6 (Kerr et al., 2015). We analyzed the resulting changes in gene expression by hybridization chain reaction (HCR) *in situ* hybridization and RNA sequencing (RNA-seq). To better understand BMP signaling in the sea urchin during late embryogenesis and its role in dorsal skeletogenesis, we also carried out a comprehensive analysis of the spatiotemporal expression patterns of major components of the BMP signaling pathway at post-blastula stages. Our work shows that BMP signaling plays an essential role in dorsal skeletogenesis during Phase 2 and provides a foundation for future exploration of the mechanisms by which this pathway controls the PMC dGRN.

## RESULTS

### Dynamics of Smad1/5/8 activation

It has previously been observed that pSmad1/5/8 is initially concentrated broadly on the dorsal side of the embryo prior to PMC ingression and becomes restricted to the DS by the late gastrula stage (Lapraz et al., 2009; Chen et al., 2011; Haillot et al., 2015). We sought to confirm and extend these observations by analyzing the distribution of pSmad1/5/8 at later developmental stages, when the dorsal skeleton is forming. Using a pSmad1/5/8 monoclonal antibody, we monitored the spatial enrichment of pSmad1/5/8 from the mesenchyme blastula stage until the late pluteus stage at 5 days post-fertilization (dpf) in *Strongylocentrotus purpuratus*. pSmad1/5/8 immunostaining was only carried out on *S. purpuratus* as the pSmad1/5/8 antibody does not recognize the *Lytechinus variegatus* form of the protein, which has a slightly different sequence in the phosphorylated region. We found that, at the late mesenchyme blastula stage, pSmad1/5/8 was primarily enriched in the dorsal ectoderm and was faintly visible in the dorsal-most PMCs (Fig. 1A). By the early gastrula stage, pSmad1/5/8 levels were diminished in the ectoderm and elevated in the DS (Fig. 1B). A gradient of pSmad1/5/8 was apparent within the syncytium with pSmad1/5/8 levels diminishing towards the ventral side of the embryo. At later developmental stages, pSmad1/5/8 became further restricted in the ectoderm with only the small region overlying the dorsal PMC syncytium showing strong enrichment. This overall pattern of expression was maintained throughout later development and was still clearly present in late plutei (5 dpf) (Fig. 1C-G′). pSmad1/5/8 was also highly enriched in both coelomic pouches late in development (Fig. 1G′), as has been previously reported (Luo and Su, 2012). These observations indicate that BMP signaling is active in the DS during Phase 2.

**Fig. 1.**
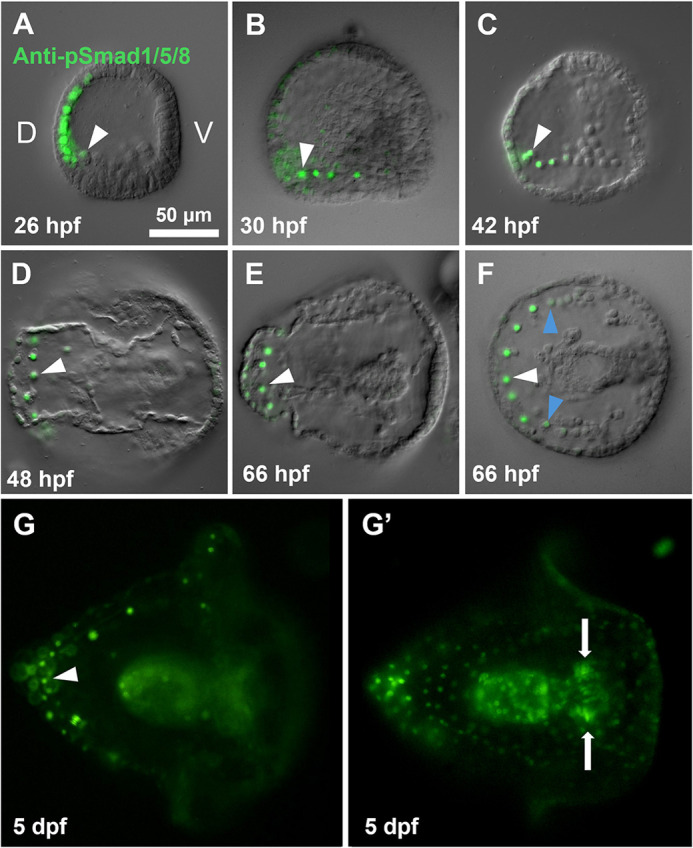
**Smad1/5/8 activation is progressively restricted to dorsal PMCs.** (A-G′) *S. purpuratus* embryos were fixed and immunostained with anti-pSmad1/5/8 at the indicated times, from mesenchyme blastula to late pluteus stage. Embryos are oriented with dorsal sides on the left and ventral sides on the right. Enriched pSmad1/5/8 signal in dorsal PMCs is marked (white arrowheads). Diminishing pSmad1/5/8 in more ventral PMCs of the syncytium is also marked (F, blue arrowheads). A representative 5 dpf pluteus is shown at multiple focal planes to highlight the persistence of pSmad1/5/8 enrichment in the dorsal PMCs (G). pSmad1/5/8 is also strongly enriched in the coelomic pouches of pluteus stage embryos (white arrows) (G′). D, dorsal; V, ventral.

### BMP inhibitor validation

To test the role of BMP signaling specifically during Phase 2 without affecting early development, we employed a small molecule inhibitor, K02288, which selectively inhibits the Type I BMP receptors Alk1, Alk2, Alk3 and Alk6 (Kerr et al., 2015). Sea urchins have three Type I BMP receptors: Alk1/2, Alk3/6 and Alk4/5/7 (Lapraz et al., 2006). Alk4/5/7 plays an important role in anterolateral rod formation, but is not required for dorsal skeleton formation (Piacentino et al., 2015). Alk1/2 and Alk3/6 are necessary for receiving BMP2/4 input, and morpholino knockdown of Alk1/2 alone phenocopies BMP2/4 knockdowns, whereas knockdown of both receptors produces more extreme dorsal developmental defects (Haillot et al., 2015). Therefore, K02288 provides a means of specifically testing the role of Alk1/2 and/or Alk3/6 during Phase 2.

To evaluate the efficacy and specificity of K02288, we tested whether treatment with the drug phenocopied morpholino knockdown of the early dorsal BMP pathway. *L. variegatus* embryos were fertilized, immediately transferred to carrier (DMSO) (Fig. 2A,A′) or drug (0.5 μM K02288) (Fig. 2B-C′) in artificial seawater (ASW), and cultured for 24 h. K02288-treated embryos produced supernumerary tri-radiate spicule-rudiments in a radialized pattern (32/36) (Fig. 2B-C′), a morphological phenotype reminiscent of Alk1/2+Alk3/6 double knockdowns seen in previous work (Haillot et al., 2015). Early embryos were particularly sensitive to K02288, requiring a lower concentration than later stages to survive. We also noted variability in the penetrance of the radialized phenotype between embryo batches, although in some batches this penetrance reached ∼90%.

**Fig. 2.**
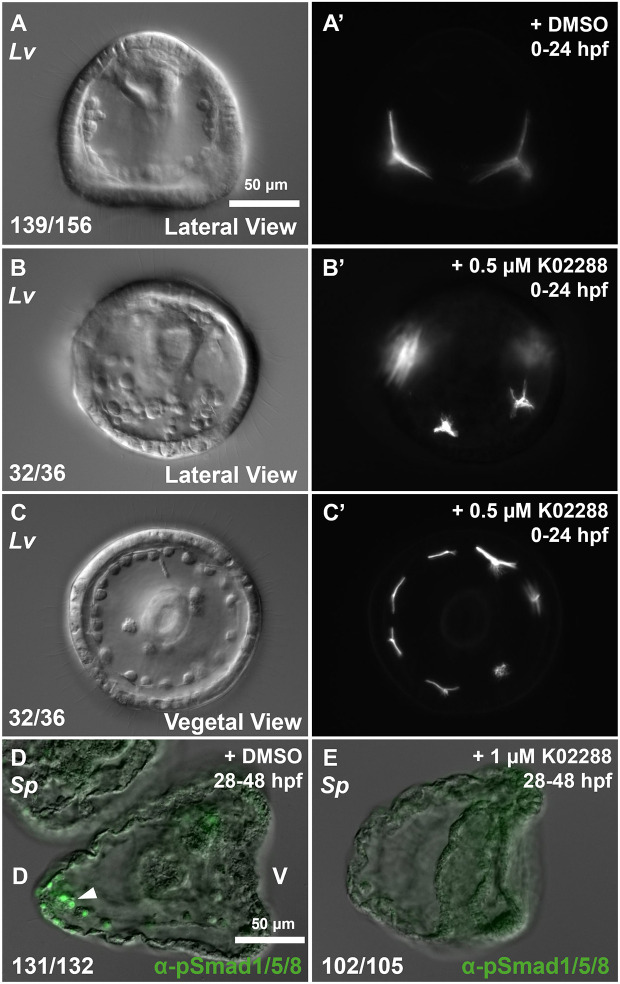
**K02288 treatment phenocopies BMP pathway knockdowns and inhibits Smad1/5/8 phosphorylation. (**A-C′) Morphology of sibling *L. variegatus* embryos treated continuously from fertilization with DMSO (control) or 0.5 μM K02288. Morphologies were quantified at 24 hpf. Embryos were more sensitive to the drug at earlier stages and so a lower concentration of K02288 was used when treating immediately after fertilization. Images sharing the same letter show the same embryo under different optical conditions (DIC versus polarized light). (D,E) Effects of K02288 on the enrichment of pSmad1/5/8 in the DS (white arrowhead) was analyzed and pooled from three biological replicates (separate mating pairs). D and E are oriented with dorsal sides on the left and ventral sides on the right. Numbers at the bottom of images indicate the number of embryos exhibiting the morphology shown. D, dorsal; V, ventral.

We next tested whether K02288 effectively inhibited Smad1/5/8 activation. *S. purpuratus* embryos were transferred to carrier (DMSO) or drug (1 μM K02288) in ASW at the early gastrula stage [28 hours post-fertilization (hpf)], and cultured for an additional 20 h (early pluteus stage). The embryos were then fixed and immunostained with a pSmad1/5/8 antibody. DMSO-treated embryos showed strong pSmad1/5/8 enrichment in the DS (131/132) (Fig. 2D). In contrast, K02288-treated embryos showed a complete loss of pSmad1/5/8 staining in both the ectoderm and the DS (102/105) (Fig. 2D′). Embryos treated with K02288 during Phase 2 maintained a distinct dorsal-ventral axis and did not exhibit a radialized morphology. As pSmad1/5/8 normally accumulates in the dorsal-most PMCs by the early gastrula stage, these observations also suggest that continuous BMP signaling is necessary to maintain pSmad1/5/8 enrichment in the DS. Taken together, our findings indicate that K02288 is a potent and specific inhibitor of BMP signaling in sea urchin embryos.

### Effects of BMP signaling inhibition on skeletal growth

To test the function of BMP signaling during Phase 2 skeletogenesis, we treated embryos with K02288 continuously from the appearance of the tri-radiate spicule rudiments (mid-late gastrula stage) until the late pluteus stage (2 dpf) (Fig. 3A). BMP inhibition resulted in pluteus larvae with a distinctive morphology. K02288-treated larvae had splayed arms and a shortened scheitel compared to DMSO-treated siblings (Fig. 3B-C′). Most K02288-treated embryos (22/32) had visibly shortened body rods; often these rods were branched or distally curved giving them a hooked appearance (Fig. 3D,D′). We also noticed a particular morphological effect that K02288 had on the recurrent rods (RRs). In wild-type embryos, the RRs are made up of a proximal and distal segment with the transition between these two segments marked by a sharp bend. RRs in K02288-treated plutei typically failed to bend and lacked distal segments (27/32 embryos) (Fig. 3E,E′), and only a small percentage of embryos (5/32) had two normal recurrent rods. In some cases, one or both RRs were missing entirely in K02288-treated embryos (5/32), while only 1/34 DMSO-treated embryos lacked a single RR.

**Fig. 3.**
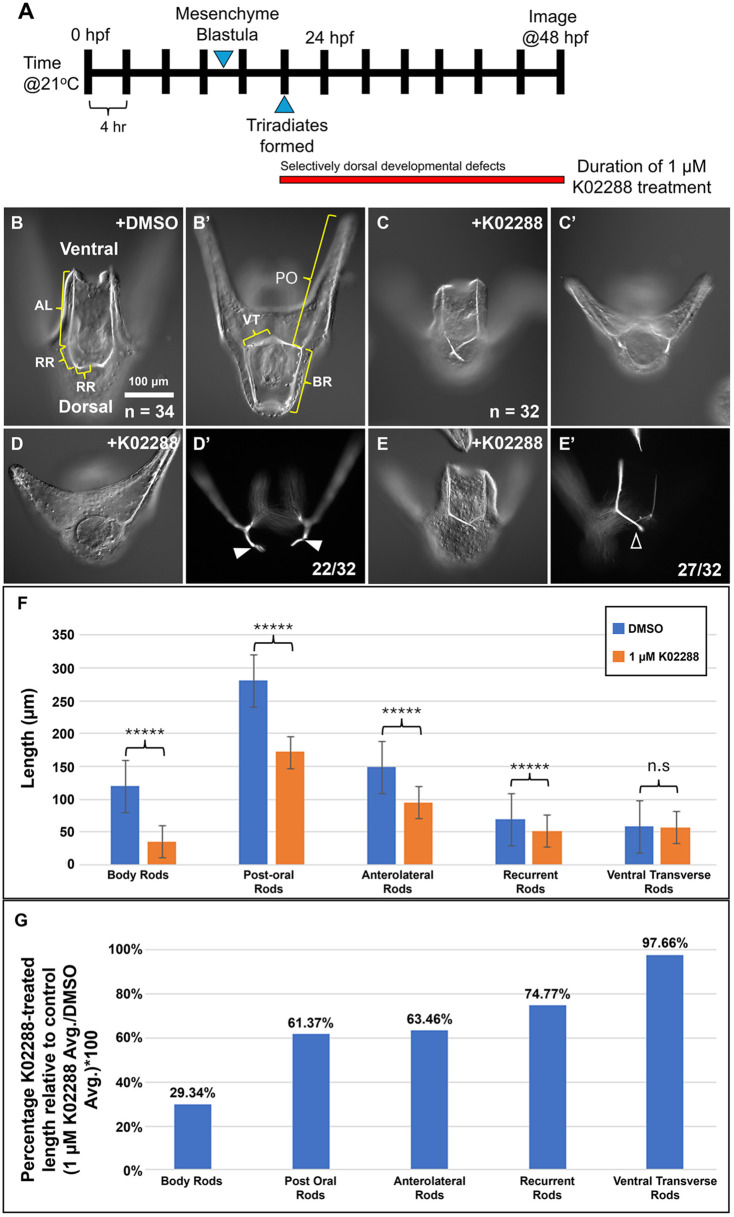
**Inhibition of the BMP signaling pathway during Phase 2 of skeletogenesis selectively affects body rod and recurrent rod development.** (A) Timeline of treatment and embryo analysis. (B-C′) Representative images of DMSO-treated (34 embryos measured) and K02288-treated (32 embryos measured) embryos, showing the five skeletal elements that were measured: anterolateral rods (AL), recurrent rods (RR), post-oral rods (PO), ventral-transverse rods (VT) and body rods (BR). (D,D′) Representative K02288-treated embryo with a shortened body rod and a hooked scheitel (22/32) (white arrowheads). (E,E′) Representative K02288-treated embryo with perturbed recurrent rods that failed to bend and lack distal segments (27/32) (black arrowhead). (F) Average lengths for each skeletal element were compared between DMSO-treated and K02288-treated embryos by Student's *t*-test. (G) Proportional average length of each element in K02288-treated embryos compared to DMSO-treated embryos. Images sharing the same letter show the same embryo at different focal planes or under different optical conditions (DIC versus polarized light). Numbers at the bottom of images indicate the number of embryos exhibiting the morphology shown or the total number of embryos examined. n.s., not significant.

To quantify the effects of BMP inhibition on skeletal growth, we measured the lengths of the five major skeletal elements: anterolateral rods, RRs, post-oral rods, body rods, and ventral-transverse rods in DMSO-treated and K02288-treated embryos. The average length of almost all skeletal elements, with the exception of the ventral-transverse rods, was significantly shorter in K02288-treated embryos compared to DMSO treated-siblings (Fig. 3F). Notably, however, BMP inhibition showed the strongest impact on body rod growth based on the relative size of the five skeletal elements in K02288-treated embryos compared to DMSO-treated siblings (Fig. 3G). The average length of body rods in K02288-treated embryos was only 30% of the average length in DMSO-treated embryos whereas this proportion was >60% for all other elements. Because BMP inhibition had a preferential impact on body rod growth and RR branching, we concluded that this signaling pathway primarily regulates dorsal skeletogenesis.

### Spatiotemporal expression patterns of BMP ligands and receptors

Although the expression patterns of some BMP pathway components have been partially characterized (Duboc et al., 2004; Lapraz et al., 2006; Ben-Tabou de-Leon et al., 2013; Piacentino et al., 2015), there has been no comprehensive analysis of the developmental expression of BMP ligands and receptors during sea urchin embryogenesis. We used HCR *in situ* labeling to observe the spatiotemporal expression patterns of the Type I BMP receptors (*alk1/2*, *alk3/6* and *alk4/5/7*), the single Type 2 BMP-specific receptor (*bmpr2*) and both BMP ligands (*bmp2/4* and *bmp5/8*) in *L. variegatus* (Fig. S1). This analysis showed that *alk3/6* and *alk4/5/7* were weakly and ubiquitously expressed across multiple stages (Fig. S1) These mRNAs were detected in PMCs at low levels throughout embryogenesis, but were not enriched in any specific region of the PMC syncytium. In contrast, *alk1/2* mRNA accumulated markedly in PMCs prior to invagination and was the first major component of the BMP signaling pathway activated in PMCs (Fig. 4A). This expression persisted during gastrulation, when *alk1/2* mRNA was observed throughout the PMC syncytium (Fig. 4B). By the prism stage, *alk1/2* expression was elevated in the dorsal chain of the PMC syncytium (Fig. 4C) and in PMCs at the tips of the post-oral arms (Fig. S1D′). At the pluteus larva stage, *alk1/2* expression decreased in the DS but was still detectable there (Fig. 4D-E′).

**Fig. 4.**
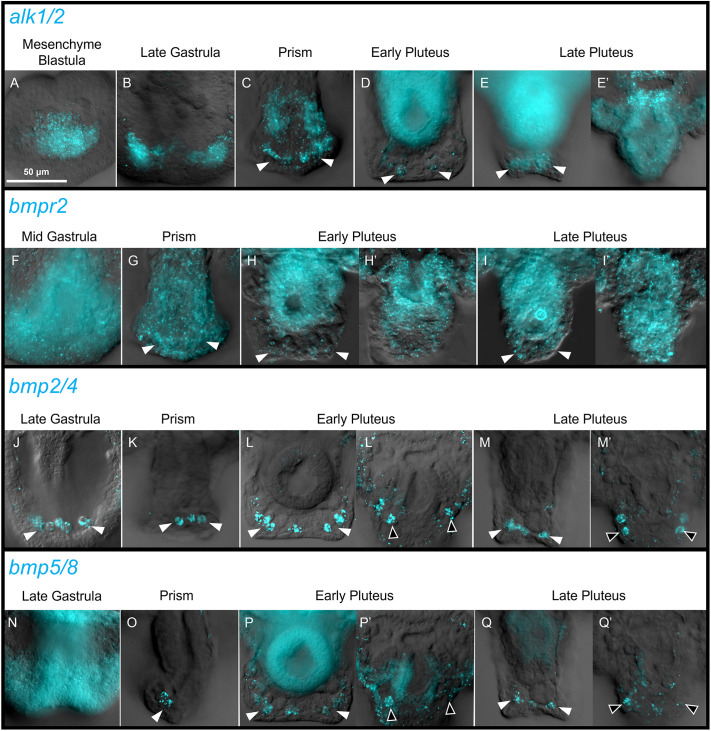
**Components of the BMP signaling pathway are expressed in the DS and the distal RR-PMCs.** Fixed *L. variegatus* embryos from various stages were stained by HCR *in situ* hybridization. White arrowheads mark the DS when expression is present. Black arrowheads mark RR-PMCs when expression is present. The embryos show strong autofluorescence in the gut at later stages, which is exacerbated by the body being compressed on the slide. Some panels show the same embryo stained for multiple mRNAs and there are three such groups of images: C,G; L,L′,P,P′; M,M′,Q,Q′. Images of late gastrula embryos show lateral views. Prism and later stage embryos are oriented with the blastopore against the slide/coverslip such that the anterior-posterior axis is perpendicular to the image. Prism and later stage images show high magnification views of the dorsal scheitel (C-E,G,H,I,K,L,M,O,P,Q) or the recurrent rod PMCs (E′,H′,I′,L′,M′,P′,Q′). At least 30 embryos of each stage for each gene of interest were observed, and representative images showing expression patterns consistent with >90% of observed embryos are shown.

The only known Type 2 receptor for BMP ligands in sea urchins is *bmpr2* (Lapraz et al., 2006). We found that *bmpr2* was weakly and ubiquitously expressed throughout gastrulation (Fig. 4F). *bmpr2* expression then increased throughout the embryo by the prism stage, including in the DS (Fig. 4G). The widespread expression of *bmpr2* persisted throughout later development and the mRNA remained detectable in the DS (Fig. 4H-I′).

The two BMP ligands, *bmp2/4* and *bmp5/8*, showed very similar expression patterns within the skeletal syncytium (see also Luo and Su, 2012). At the late gastrula stage, only *bmp2/4* was expressed at a detectable level in the PMC syncytium and was elevated in the dorsal region (Fig. 4J). By the prism stage, both *bmp2/4* and *bmp5/8* mRNAs were detectable and highly enriched in the DS, where they continued to be expressed throughout later development (Fig. 4K-Q, white arrowheads). Notably, at the early pluteus stage, both mRNAs were also expressed in the PMCs at the distal ends of the RRs and remained strongly enriched there at later developmental stages (Fig. 4L-Q′, black arrowheads). *bmp2/4* appeared to be expressed in more cells along each RR than *bmp5/8*.

### HCR analysis of BMP-responsive genes in PMCs

#### TF-encoding genes

We next tested whether K02288 treatment inhibited the expression of genes that are normally selectively upregulated in the DS. During Phase 2, two TF-encoding genes, *gata3* (also known as *gataC*) and *scl*, are selectively expressed in the DS of *S. purpuratus* (Solek et al., 2013). We observed that both genes were also expressed in the DS of *L. variegatus* and that *gata3* mRNA was strongly enriched in the ventral midgut of late pluteus embryos (Fig. 5A,A′,D,D′). Notably, we observed that both *gata3* and *scl* were also expressed in RR-PMCs of *L. variegatus* (Fig. 6A,A′,D,D′). Expression of *gata3* in the RR-PMCs was strong and consistently present (53/59). *scl* expression in the RR-PMCs was observed less frequently (15/40), despite consistent expression in the dorsal region of the syncytium (39/40).

**Fig. 5.**
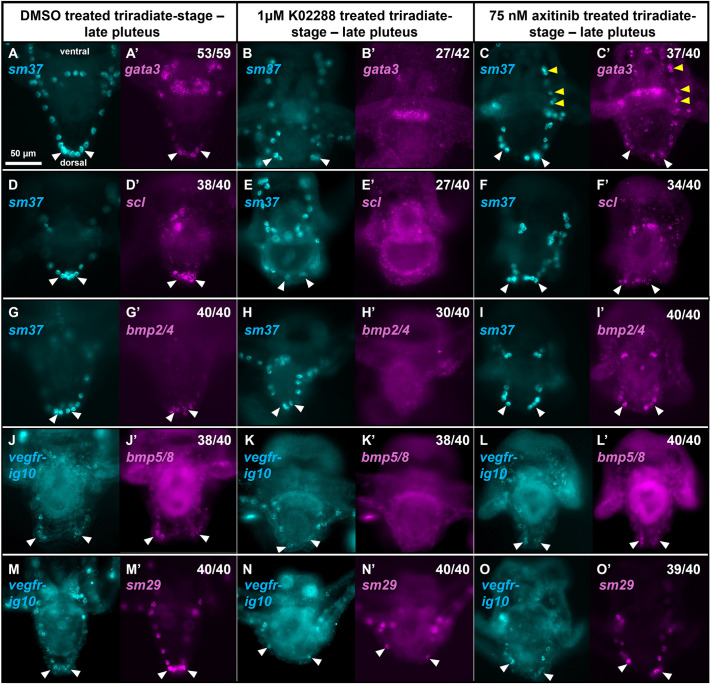
**The expression of mRNAs enriched in the DS is dependent upon BMP signaling.** (A-O′) *L. variegatus* embryos were treated with DMSO, 1 µM K02288 or 75 nM axitinib continuously starting after the formation of the tri-radiate spicule rudiments. Embryos were fixed at the late pluteus stage (2 dpf) and the expression of various genes of interest was analyzed by HCR *in situ* hybridization (magenta). *sm37* and *vegfr*-*Ig10* were used as counterstains to label the entire PMC syncytium (cyan). The number of DMSO-treated embryos with gene expression in the DS (marked with white arrowheads) is shown (A′,D′,G′,J′,M′). Representative images of K02288-treated embryos completely lacking detectable gene expression in the DS and the fraction of these embryos are shown (B′,E′,H′,K′). Representative images of axitinib-treated embryos with DS expression and the fraction of these embryos are shown (C′,F′,I′,L′,O′). In all cases (40/40), enriched expression of *sm29* in the DS is qualitatively reduced in K02288-treated embryos compared to control embryos and distal RR-PMC expression of *sm29* appears visually the same as other PMCs within the syncytium of K02288-treated embryos (N′). C′ shows the number of embryos with both DS expression and ectopic expression in ventral PMCs of the syncytium (yellow arrowheads). Images sharing the same letter(s) show the same embryo stained for different mRNAs.

**Fig. 6.**
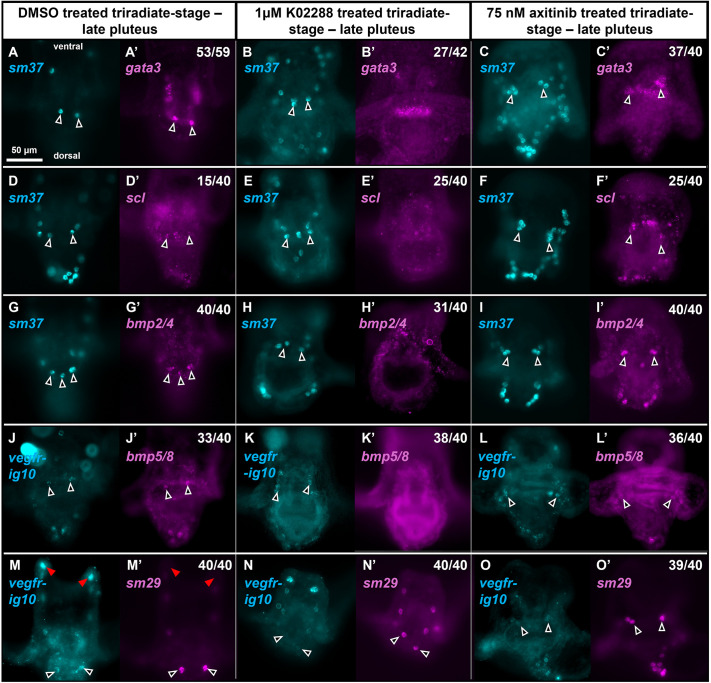
**The expression of mRNAs enriched in the RR-PMCs of the syncytium is dependent upon BMP signaling.** (A-O′) *L. variegatus* embryos were treated, collected and stained as previously described in Fig. 5. The number of DMSO-treated embryos with gene expression in the RR-PMCs (marked with outline arrowheads) is shown (A′,D′,G′,J′,M′). Representative images of K02288-treated embryos completely lacking detectable gene expression in the RR-PMCs and the fraction of these embryos are shown (B′,E′,H′,K′). Representative images of axitinib-treated embryos with RR-PMC expression and the fraction of these embryos are shown (C′,F′,I′,L′,O′). In all cases (40/40), enriched expression of *sm29* in the distal most RR-PMCs is qualitatively reduced in K02288-treated embryos compared to control embryos and distal RR-PMC expression of *sm29* appears visually the same as other PMCs within the syncytium of K02288-treated embryos (N′). Distal anterolateral PMC positions showing lack of wild-type *sm29* expression are marked (red arrowheads) (M,M′). Images sharing the same letter(s) show the same embryo stained for different mRNAs. Additionally, several images show the same embryos as corresponding images in Fig. 5 at different focal planes or of the same focal plane to draw attention to the recurrent rods instead. These groups of images are as follows: B,B′ and Fig. 5B,B′ ; E,E′ and Fig. 5E,E′; F,F′ and Fig. 5F,F′; I,I′ and Fig. 5I,I′; and N,N′ and Fig. 5N,N′.

In the presence of K02288, the expression of both *gata3* and *scl* was inhibited in the DS and in the RR-PMCs while expression of *gata3* in the ventral midgut was unaffected (Figs 5, 6A-B′,D-E′). Overall, 27/42 embryos lacked detectable *gata3* expression in both the DS and the RR-PMCs and 23/40 embryos lacked detectable *scl* expression in both the DS and the RR-PMCs. For cases in which expression was detectable, it appeared much fainter qualitatively compared to control embryos.

#### BMP ligands – autoregulation of expression in the PMC syncytium

Previous work showed that *bmp2/4* expression in the DS is lost in embryos treated from gastrulation with dorsomorphin, another Type I BMP receptor inhibitor (Luo and Su, 2012). We tested whether K02288 had the same effect on *bmp2/4* and whether its expression in the RR-PMCs was similarly dependent on BMP signaling. We also tested whether *bmp5/8* behaves similarly to *bmp2/4* in response to the drug. We found that K02288 treatment strongly inhibited the expression of both mRNAs in the DS and the RR-PMCs (Figs 5, 6G-H′,J-K′). Expression of *bmp2/4* was undetectable in both the DS and RR-PMCs of 26/40 embryos and was lacking in one region while faintly detectable in the other region in 5/40 embryos. *bmp5/8* expression was undetectable in both regions in 38/40 embryos.

We also observed that *bmp2/4* and *bmp5/8* were normally expressed in the ectoderm of the oral hood and along the ventral side of the post-oral arms (Fig. S2). Notably, K02288 treatment did not affect the expression of either mRNA in these regions, revealing a selective effect of BMP signaling on the expression of BMP ligands in PMCs.

#### Biomineralization genes

Several different restricted patterns of gene expression have been observed within the PMC syncytium (Sun and Ettensohn, 2014). Using K02288, we sought to identify genes with DS-specific expression that was reliant on BMP signaling. In control embryos, *sm37* was expressed ubiquitously in the PMC syncytium. Preliminary studies showed that K02288 had no effect on *sm37* expression; therefore, this mRNA was used as a marker for the entire PMC syncytium in drug-treated embryos (Figs 5, 6A-I′). We also observed the effect of K02288 on *sm29*. In control embryos, *sm29* mRNA was enriched in the dorsal region and RR-PMCs (Figs 5, 6M,M′). *sm29* was also expressed at lower levels in the remainder of the syncytium except for the PMCs at the tips of the anterolateral arms, which lacked expression entirely (Fig. 6M,M′, red arrowheads). K02288 treatment reduced *sm29* expression within the DS and the RR-PMCs resulting in uniform levels of *sm29* expression throughout the syncytium in all observed cases (40/40) (Figs 5, 6N,N′).

### VEGF signaling is not required for expression of BMP signaling targets in the DS

It has been reported that the principal VEGF receptor, *vegfr-Ig10*, is expressed throughout the entire PMC syncytium albeit weakly in the DS compared to the strong expression at the growing arm tips (Duloquin et al., 2007). We observed the same pattern when using VEGFR as a PMC-specific marker in our HCR experiments (Figs 5, 6J,M). Although the *vegf3* ligand is not expressed dorsally, it has been previously reported that the *vegf2* ligand is expressed in dorsal PMCs (Kipryushina et al., 2013). Thus, we tested whether VEGF signaling was also necessary for the downstream targets of the BMP signaling pathway to be expressed in the DS and the RR-PMCs. Addition of axitinib, a small molecule inhibitor of VEGFR previously used in sea urchins (Adomako-Ankomah and Ettensohn, 2013), had no effect on the expression of any of the candidate genes in the DS or the RR-PMCs (Figs 5, 6). Surprisingly, *gata3* expression was consistently ectopically present in the ventral PMCs of the syncytium in axitinib-treated embryos (37/40) (Fig. 5C,C′). There was some ectopic, ventral expression within the PMC syncytium of *scl* and *bmp2/4*, but this pattern was not consistent between replicates.

### The BMP and VEGF signaling pathways show overlapping but distinct contributions to the regulation of the skeletogenic network

We next sought to determine the broader contribution of BMP-signaling to Phase 2 skeletogenesis. 

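RNA from whole embryos of 3 separate matings was sequenced, and each mating supplied 1 DMSO, 1 K02288 and 1 axitinib library, so that n = 3 libraries per treatment. K02288, an inhibitor of the type I BMP receptors, was used at 1 µM and axitinib, an inhibitor of the VEGF receptor, at 75 nM. The drugs were added between 18 and 20 hpf and the embryos were collected at 2 dpf. The libraries were strand-specific and made from poly-A RNA. The authors mapped the reads with HISAT2 and deposited the number of reads counted on each of 26814 genes, without normalization, together with FPKM values for the same genes. The paper's text does not name the tool that counted the reads.
The counts summed to between 9942452 and 11815263 in the DMSO libraries (median 10076263), between 11469191 and 11565219 with K02288 (median 11518351) and between 9359212 and 10921655 with axitinib (median 10341190). A gene with no count in a library of 9359212 counts could still hold up to 3 counts in it, or a share of 3.21e-05%. This limit covers counting error only. From the counts, genes too low for a test were removed with edgeR's filterByExpr, libraries were scaled by TMM, and each pair of treatments was compared with edgeR's quasi-likelihood test on the 6 libraries of that pair, without a term for the mating. The threshold was that of the paper's methods, an unadjusted p of at most 0.05, and Benjamini-Hochberg adjusted p values are given beside it. Every comparison was also fitted with the mating as a term, which is possible because each mating holds all the treatments. Normalized counts are counts scaled by TMM to the mean library size over the 9 libraries.
In log2 CPM, the first component held 36.3% of the variance and the second 32.2%, and on both the libraries lay together by mating. The third component (10.5%) parted axitinib from the other libraries and the fourth (6.11%) parted DMSO from K02288.

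**Figure D1:**
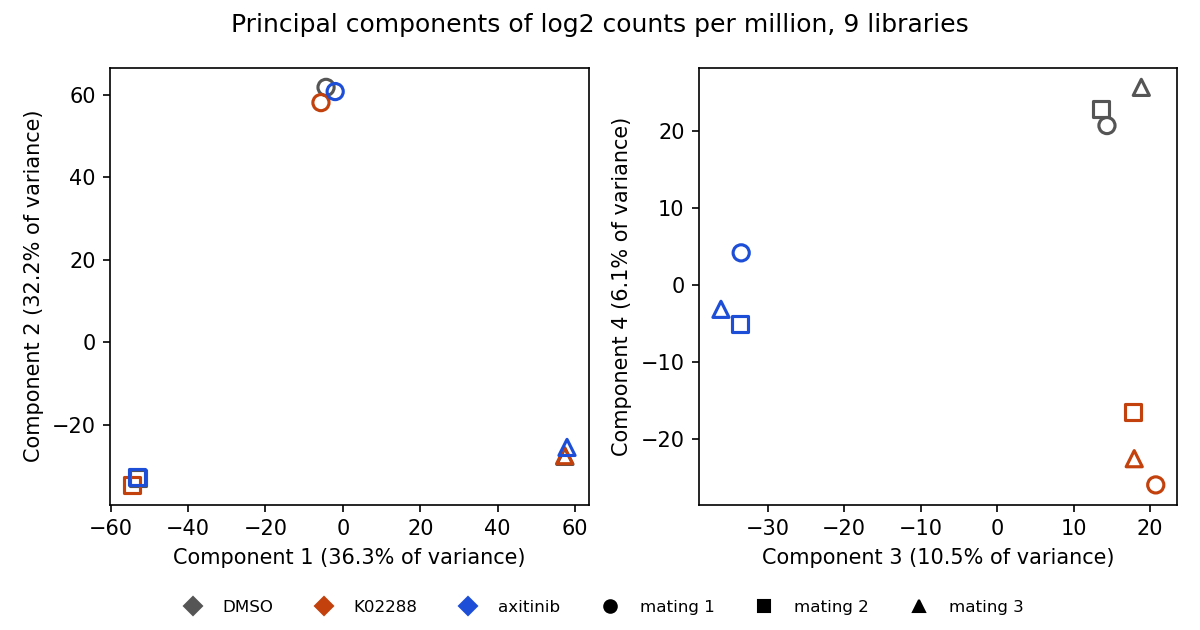
Positions of the 9 libraries on the first 4 principal components of log2 CPM, without units, with each component's share of the variance on its axis. Symbols mark the mating and colours the treatment. Libraries of 1 mating lie together on components 1 and 2, and libraries of 1 treatment on components 3 and 4.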

We performed bulk RNA-seq on embryos treated continuously with DMSO, 1 µM K02288 or 75 nM axitinib from the late gastrula/early prism stage, when the tri-radiate spicule rudiments had formed, until the late pluteus stage. By comparing the effects of the two inhibitors, we sought to identify the unique contributions of the BMP and VEGF pathways to skeletogenesis during Phase 2 skeletogenesis as well as possible shared effects.

Our initial analysis identified a total of 1077 genes that were significantly altered in expression (up or down) in embryos treated with axitinib or K02288 compared to controls (*P*≤0.05) (Tables S1-S4): 494 genes were significantly downregulated and 295 genes were significantly upregulated by axitinib treatment compared to controls, and 196 genes were significantly downregulated and 224 genes were significantly upregulated by K02288 treatment compared to controls. 

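For K02288 against DMSO, 399 of the 16288 genes tested had an unadjusted p of at most 0.05. Of these, 200 were lower and 199 higher than in DMSO. Without differences between matings, chance would give 814. For axitinib, 777 of 16035 genes passed this threshold, with 493 lower and 284 higher, where chance would give 802 on the same terms. Differences between matings lower the count that chance gives in this fit. In 20 simulations with such differences and no drug effect, from 18 to 39 genes passed for K02288 and from 18 to 33 for axitinib. In the real libraries, 1046 genes passed with at least 1 of the drugs. After Benjamini-Hochberg adjustment, 1 gene had an adjusted p under 0.05 with K02288 and 20 had with axitinib (16 lower and 4 higher).
Adding the mating as a term moved these counts most. The biological coefficient of variation for K02288 and DMSO fell from 0.340 to 0.124. At the unadjusted threshold, 2144 genes then passed with K02288 (961 lower and 1183 higher) and 2859 with axitinib (1422 lower and 1437 higher). At an adjusted p under 0.05, 469 genes passed with K02288 (171 lower and 298 higher) and 998 with axitinib (551 lower and 447 higher).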

The above values include 132 genes that had significantly altered gene expression in response to both drugs (Table S5). Of these genes, 94 showed no significant difference between drug treatments, while 38 genes showed a significant difference between inhibitors (Table S6) either in the intensity of expression change (19/38) or by exhibiting opposite reactions to the inhibitors (19/38 were upregulated by one inhibitor and downregulated by the other compared to controls).

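The lists of genes at an unadjusted p of at most 0.05 shared 130 genes between the drugs. Of these, 70 were lower with both drugs, 40 were higher with both and 20 moved in opposite directions. Both drugs were compared with the same 3 DMSO libraries, which can by itself place a gene on both lists. In 20 simulations in which the 9 libraries differed by mating but not by drug, the lists shared between 0 and 4 genes (median 1.5). The simulated lists held from 18 to 39 genes for K02288 and from 18 to 33 for axitinib, so they are no matched comparison for the 130 genes. Of 60 labellings of the 9 libraries, the real one and 59 at random, 19 gave as large an overlap, the real one included. Of the real labelling and 39 random ones within matings, 5 did, again with the real one. When the mating was a term, 942 genes passed with both drugs, 397 lower and 352 higher with both. The same fit shared between 131 and 185 genes (median 152) in the simulations, where its K02288 lists held from 699 to 844 genes against 2144 here, so this is no matched comparison either.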

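Between the K02288 and axitinib libraries, 42 of the genes on both lists differed at an unadjusted p of at most 0.05 and 88 did not. The 42 genes included each of the 20 genes that moved in opposite directions, and the other 22 moved the same way to different extents. Across the fits that each left out 1 library, between 21 and 40 genes differed. The count was 21 without DMSO replicate 1, 22 without DMSO replicate 3 and 27 without K02288 replicate 1. The genes that differed in opposite directions numbered from 9 (without DMSO replicate 1 or without DMSO replicate 3) to 20, with 11 without DMSO replicate 2 and 12 without K02288 replicate 1. Those that differed in the same direction numbered from 10 (without K02288 replicate 3) to 23, with 12 without DMSO replicate 1, 13 without DMSO replicate 3 and 14 without K02288 replicate 2. In the fit with the mating, 385 of the shared genes differed between the drugs, 193 of them in opposite directions.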

To focus specifically on genes expressed selectively by PMCs during Phase 2, we prepared a curated list of PMC-enriched genes expressed during late *L. variegatus* embryogenesis based on publicly available single-cell RNA-seq (scRNA-seq) data (Massri et al., 2021) and known gene expression patterns visualized by *in situ* hybridization (see Materials and Methods for additional details). 

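Table S7 holds 321 entries with 302 distinct gene identifiers, all of which are in the count table. Table S8 holds 64 genes, of which 62 were matched and 56 were not in Table S7. Joined, the lists gave 358 genes, and 356 of them had enough counts to be tested with at least 1 drug. The joined list is called PMC-enriched here, but it takes in the BMP, Nodal and VEGF pathway columns of Table S8. The paper describes Table S8 as genes strong in PMCs or relevant to skeletogenesis. Pathway genes such as nodal, lefty and chordin thus enter the counts on this list without shown PMC enrichment. Table S7 was chosen from published scRNA-seq data and not on these libraries.
As a set, the genes of Table S7 were lower with both drugs. With K02288 the median log2 fold change was -0.10, against 0.01 for the other genes, and 68.8% of the genes were lower. With axitinib the median was -0.13, against 0.02 for the other genes, and 73.3% were lower. In a permutation over the 10 splits of the 6 libraries into 3 against 3, the real split gave the lowest limma camera p for each drug (permutation p = 0.1, the smallest possible with 10 splits). Of these splits, 6 follow the matings, so this p leaves the pairing by mating out and is not exact. Among the 4 splits that part every pair, the real one also gave the lowest camera p for each drug. The camera p values themselves, at a preset correlation of 0.01, were 1.87e-06 for K02288 and 3.45e-10 for axitinib. They overstate the evidence from 3 libraries per treatment, since a split of the axitinib and DMSO libraries other than the real one reached 5.76e-05. With an estimated correlation the p values were 0.00774 and 0.00174, and with fry 0.0151 and 0.000739.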

A total set of 367 late PMC differentially expressed genes was identified this way in this manner the inhibitors (Tables S9, S10); 19 were sensitive to K02288 only, 30 were sensitive to axitinib only and 25 were sensitive to both drugs (Fig. 7A). 

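Of the 358 genes, 84 had an unadjusted p of at most 0.05 with at least 1 drug. They comprised 19 genes with K02288 only, 37 with axitinib only and 28 with both. With Table S7 alone, the threshold was passed by 53 genes, 7 with K02288 only, 30 with axitinib only and 16 with both. Without the BMP, Nodal and VEGF columns of Table S8, a choice made after the data were seen, 78 genes passed. At an adjusted p under 0.05 over all genes tested, 3 genes of the joined list passed in edgeR, each with axitinib only, and 25 in DESeq2. Adjusted over the list alone, 24 genes passed, 1 of them with both drugs and 23 with axitinib only. This last count is not independent evidence, because each of the 19 genes in the column of other genes in Table S8 is listed there as affected by a drug in these libraries.
With the mating as a term, 177 genes passed the unadjusted threshold, 42 with K02288 only, 47 with axitinib only and 88 with both. At an adjusted p under 0.05 over all genes tested in that fit, a combination chosen after the data were seen, 93 genes passed, 19 with K02288 only, 45 with axitinib only and 29 with both.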

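Among the PMC-enriched genes at an unadjusted p of at most 0.05, 73 genes (86.9%) were lower with each drug at which they passed, 7 were higher, and 4 were lower with one drug and higher with the other. With K02288, 41 genes were lower and 6 higher. With axitinib, 59 were lower and 6 higher. The share that was lower was smaller once the mating entered the fit, at 72.3% (128 genes lower, 33 higher and 16 both ways). At an adjusted p under 0.05 in that fit, 36 genes were lower and 12 higher with K02288, and 61 were lower and 13 higher with axitinib.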

Most of the genes affected by the inhibitors (65/74, or 88%) showed decreased expression in drug-treated embryos compared to controls (Tables 1-3). We supplemented this gene set with an additional 46 genes that were shown in previous studies to be expressed selectively by PMCs during late embryogenesis, including a set of 29 TF-encoding genes (Solek et al., 2013; Sun and Ettensohn, 2014; Valencia, 2018; Massri et al., 2021).

**Fig. 7.**
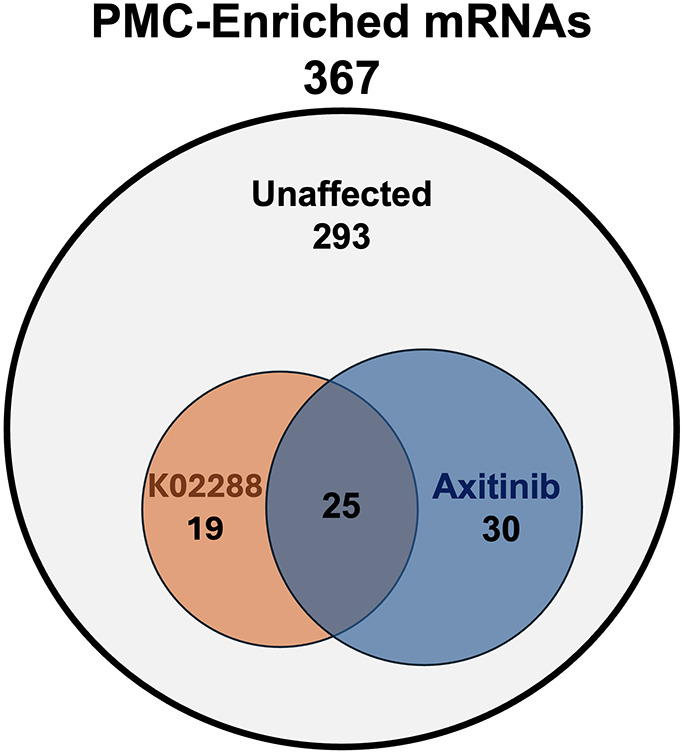
**Venn diagram showing the proportion of curated PMC-enriched mRNAs with expression sensitive to K02288, axitinib or both drugs.** Approximately 20% (74/367) of the curated list of PMC-enriched mRNAs was affected by the drug treatments. The list of enriched mRNAs is based on 321 mRNAs identified as PMC enriched at late stages of development in previous single-cell RNA-seq work (Massri et al., 2021) and 46 manually curated genes based on known expression patterns (Solek et al., 2013; Valencia, 2018).

**Table 1.** PMC-enriched mRNAs downregulated specifically by K02288

Echinobase gene symbol	Lv LOC ID	Function
*coro7* ^1^	LOC121407526	Actin binding protein family, cytoskeleton remodeling, mobility
*exoc4*	LOC121425692	Exocyst Complex 4 (predicted)
LOC105437764	LOC121432123	Formin-like protein 14, actin polymerization (predicted)
*gata3^2^*	LOC121411816	Gata binding factor, transcription factor, DNA binding, blastocoelar specification, mesodermal development, coelomic pouch development
LOC100889952	LOC121430801	Kelch family protein, cell remodeling, cytoskeleton remodeling, actin polymerization, skeletal muscle formation (predicted)
*MMP16* (*mmp16*)	LOC121409096	Matrix metalloproteinase 16, biomineralization (predicted)
LOC577128 (*mmp24*)	LOC121409095	Matrix metalloproteinase 24, biomineralization (predicted)
LOC579173^3^ (*otop2L*)	LOC121426418	Proton channel, biomineralization, otopetrin 2-like
*zeb2*	LOC121411537	Smad Interacting Protein, co-effector/repressor, DNA binding (predicted)
*sm30f* ^4^	LOC121406359	Spicule matrix protein, biomineralization
*sm29* ^5^	LOC121405931	Spicule matrix protein, biomineralization
LOC754831	LOC121416238	Transient receptor potential cation channel (predicted)
LOC105439232	LOC121418149	Type II membrane bound glycoprotein, enzymatic functions (predicted)
LOC578886	LOC121427246	Tyrosine-protein phosphatase non-receptor type 11 (predicted)
LOC115919418	LOC121411291	Unknown
LOC105443651	LOC121418355	Unknown
Uncharacterized	LOC121413455	Unknown, does not align well to any *S. purpuratus* genes, annotated as ncRNA on NCBI

^1^Terasaki et al., 1997; ^2^Solek et al., 2013; ^3^Chang et al., 2021; ^4^Wilt et al., 2013; ^5^Illies et al., 2002.

While only a small subset of PMC-specific genes was affected by K02288 (Fig. 7A), the affected genes encoded a variety of functional classes of proteins, several of which are known to play a role in skeletogenesis (Tables 1, 2). These included spicule matrix proteins, secreted matrix metalloproteinases and MSP130 family proteins. 

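Within Table S7, 7.64% of the 301 genes tested passed the unadjusted threshold with K02288, against 2.35% of the 15987 other genes (odds ratio 3.43, two-sided Fisher's exact test, p = 1.54e-06). With axitinib the shares were 15.3% and 4.65% (odds ratio 3.72, two-sided Fisher's exact test, p = 3.29e-12). Genes are not independent replicates in these tests.
Table 1 lists 17 genes as sensitive to K02288 only. One, LOC105443651 (LOC121418355), had too few counts to be tested, and the other 16 passed the unadjusted threshold with K02288, with a median log2 fold change of -0.79 (from -1.66 to -0.36). Of the 16, LOC100889952 (LOC121430801) also passed with axitinib, 15 were lower with axitinib, and 4 differed between the drugs. In the fit with the mating as a term, 9 of them passed with axitinib and 9 differed between the drugs. Of the 21 genes in Table 2, which lists genes sensitive to both drugs, 21 passed with axitinib and 20 with K02288. The exception was LOC100891544 (LOC121410060), with a log2 fold change of -0.71 with K02288. Between the drugs, 2 genes of Table 2 differed, and 7 did with the mating as a term. In edgeR without the mating as a term, no gene of Tables 1 and 2 had an adjusted p under 0.05 with K02288, and with it 12 genes of Table 1 and 19 of Table 2 had one. DESeq2 without the mating gave 1 gene of Table 1 (mmp24, 0.0369) and 2 of Table 2 (LOC577899 and LOC591784, 1.97e-06 and 0.0228) an adjusted p under 0.05 with K02288. The authors drew Tables 1 and 2 from these same libraries at the same unadjusted threshold. The counts and fold changes of their genes are therefore no independent evidence.

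**Figure D2:**
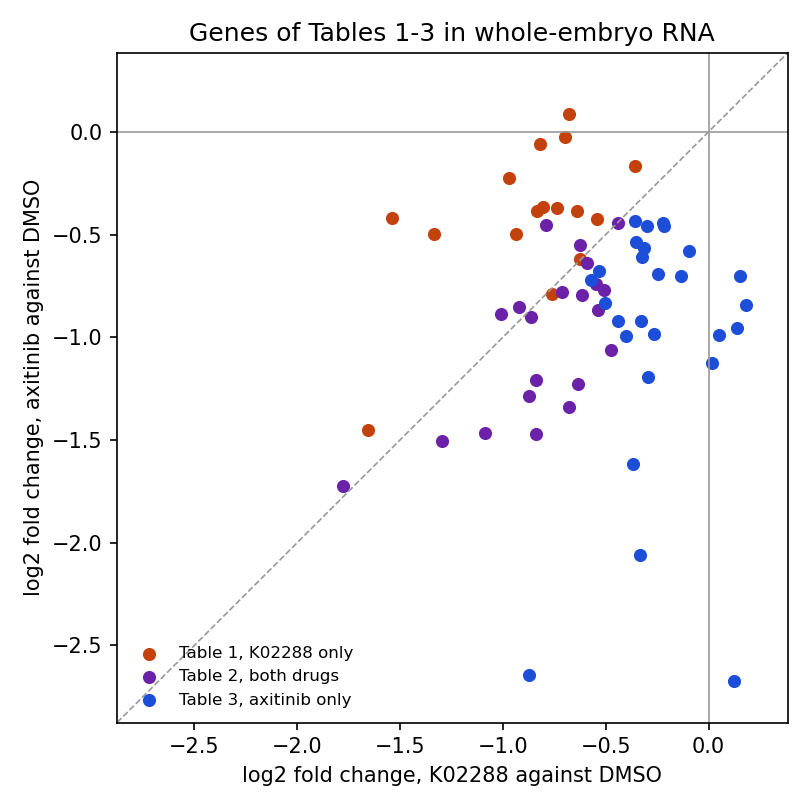
Log2 fold change with K02288 (horizontal axis) and with axitinib (vertical axis), each against DMSO, for the tested genes of Tables 1-3, 1 point per gene. The dashed line marks equal changes. All 16 tested genes of Table 1 and all 21 of Table 2 lie below 0 on the K02288 axis, and 15 of the former and all of the latter lie below 0 on the axitinib axis. The genes were listed as downregulated from these same libraries, so a fall with the listed drug is no independent evidence.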

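The spicule matrix gene sm29 (LOC121405931, chromosome 19, 7653342 to 7665211) had 4990 ± 1102 normalized counts (SD, n = 3) with DMSO, 3077 ± 286 with K02288 and 4898 ± 434 with axitinib. Its log2 fold change with K02288 was -0.70 (standard error 0.183, edgeR adjusted p = 1.00, and 0.00267 with the mating as a term), and it differed between the drugs in the latter fit (adjusted p = 1.81e-05). For sm30a (LOC121406020, chromosome 19, 13351320 to 13355517), described as a 30 kDa spicule matrix protein, the log2 fold change was -0.47 with K02288 and -1.06 with axitinib. The adjusted p values of sm30a were 0.0169 and 1.62e-05 with the mating as a term. Its unadjusted p with K02288 stayed at or below 0.05 in 3 of the 6 fits that each left out 1 library, and not without DMSO replicate 1 (-0.30, the smallest change), K02288 replicate 2 (-0.51) or K02288 replicate 3 (-0.36).
For sm30f (LOC121406359, chromosome 19, 13321586 to 13326420), the matings differed widely. Its counts with DMSO were 748, 561 and 525, with K02288 409, 104 and 105, and with axitinib 551, 83 and 16 in matings 1, 2 and 3. The log2 fold change was -1.66 with K02288 and -1.45 with axitinib, and only the former had an unadjusted p of at most 0.05. When each library was left out in turn, the K02288 change ran from -2.65 (without K02288 replicate 1) to -1.34, and it did not pass that threshold without DMSO replicate 1 (-1.41), K02288 replicate 2 (-1.34) or K02288 replicate 3 (-1.34). The axitinib change ran from -3.60 to -0.91 and passed only in the former, without axitinib replicate 1. With the mating as a term, the change was -1.88 with K02288 (adjusted p = 8.04e-05) and -2.13 with axitinib (adjusted p = 0.00734). The difference between the drugs had an adjusted p of 0.698 in that fit.
The metalloproteinase genes lie next to each other on chromosome 2. mmp24 (LOC121409095, 76740916 to 76771401) had a log2 fold change of -0.94 with K02288 (adjusted p = 0.000176 with the mating as a term) and -0.50 with axitinib (adjusted p = 0.0342 in that fit). Without the mating, mmp24 did not pass the unadjusted threshold with axitinib. It did so only when axitinib replicate 1 was left out (-0.70), and it fell to -0.27 without axitinib replicate 3. mmp16 (LOC121409096, 76784069 to 76803331) changed by -0.64 with K02288, with an adjusted p of 0.0581 with the mating as a term, and passed the unadjusted threshold only without DMSO replicate 3 or K02288 replicate 3 when each library was left out in turn. Its smallest change was -0.45, without DMSO replicate 1.
The MSP130 genes msp130rel1 (LOC121427374) and msp130rel3 (LOC121427467) lie on chromosome 14, from 17233602 to 17264116 and from 17273039 to 17312945. With K02288 their log2 fold changes were -0.92 and -0.55 (adjusted p = 0.000641 and 0.00876 with the mating as a term). With axitinib they were -0.85 and -0.74. For msp130rel3 with K02288, 3 of the 6 fits without 1 library passed the unadjusted threshold, and not those without DMSO replicate 2 (-0.48), K02288 replicate 1 (-0.52) or K02288 replicate 3 (-0.44). With axitinib it did not pass without DMSO replicate 1 (-0.74) or DMSO replicate 2 (-0.67).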

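The proton channel gene otop2L (LOC121426418, chromosome 1, 86652992 to 86686622) had 220 ± 61.8 normalized counts (SD, n = 3) with DMSO, 126 ± 24.0 with K02288 and 171 ± 64.4 with axitinib. Its log2 fold change with K02288 was -0.81 (standard error 0.265), with an edgeR adjusted p of 0.0165 once the mating was a term. It passed the unadjusted threshold in 4 of the 6 fits that each left out 1 library, and not without DMSO replicate 1 (-0.56) or K02288 replicate 3 (-0.66). With axitinib it was -0.37, past the unadjusted threshold only without axitinib replicate 1 (-0.72) or with the mating as a term (-0.39, adjusted p = 0.163), and it fell to -0.12 without DMSO replicate 1. The drugs differed by -0.44 without the mating, below the threshold and from -0.60 to -0.086 (without axitinib replicate 1), and by -0.40 with the mating as a term, past it though with an adjusted p of 0.243. p58b (LOC121425019, chromosome 1, 81896022 to 81916520) fell from 987 ± 69.5 normalized counts (SD, n = 3) with DMSO to 656 ± 84.4 with K02288 and 633 ± 71.6 with axitinib. The log2 fold changes of p58b were -0.59 and -0.64, with adjusted p values of 0.00611 and 0.00208 with the mating as a term, and it was lower in each mating with each drug.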

BMP signaling was also required for proper expression of *otop2L* and *p58b*, both known to be essential for skeletogenesis (Adomako-Ankomah and Ettensohn, 2011; Chang et al., 2021). 

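The gene coro7 (LOC121407526), described as coronin-7-like and lying on chromosome 1 from 17130371 to 17157811, had a log2 fold change of -0.36 with K02288 (standard error 0.137). Its adjusted p was 0.0631 with the mating as a term, and of the 6 fits without 1 library it passed the unadjusted threshold in 1, without K02288 replicate 1 (-0.41). The transcription factor gene gata3 (LOC121411816, chromosome 3, 69996104 to 70059943) had 316 ± 65.9 normalized counts (SD, n = 3) with DMSO and 190 ± 11.1 with K02288, a log2 fold change of -0.74 (standard error 0.203, edgeR adjusted p = 0.0135 with the mating as a term). hhex (LOC121424894, chromosome 12, 23881792 to 23924480) fell from 1245 ± 175 to 814 ± 14.8 normalized counts (SD, n = 3), a log2 fold change of -0.61 (adjusted p = 0.00276 in that fit). Without the mating as a term, no adjusted p of these 3 genes was under 0.05 with K02288, but gata3 and hhex passed the unadjusted threshold in each of the 6 fits that left out 1 library.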

Other K02288-sensitive genes encoded cytoskeleton remodelers, membrane-bound transporters, TFs (including *gata3*), and several proteins of unknown function (Tables 1, 2).

**Table 2.** PMC-enriched mRNAs downregulated by axitinib+K02288

Echinobase gene symbol	Lv LOC ID	Function
Uncharacterized	LOC121415626	Acanthoscurrin-like, antimicrobial peptide (predicted)
*p58b* ^1^	LOC121425019	Biomineralization, Type I transmembrane
LOC764585	LOC121422431	Heparan sulfate glucosamine 3-O-sulfotransferase 1 (predicted)
*clec19a* ^2^	LOC121427330	Lectin C-type domain, echinoidin-like
LOC579383^2^ (*msp130rel3*)	LOC121427467	Mesenchyme-specific cell surface glycoprotein
LOC373517^2^ (*msp130rel1*)	LOC121427374	Mesenchyme-specific cell surface glycoprotein
LOC115921620 & LOC105441121	LOC121427517	Mucin-like protein, glycoprotein (predicted)
LOC591784	LOC121423895	Phospholipase A2 (predicted)
LOC582939	LOC121432263	Rho GTPase activating protein (predicted)
*sm30a* ^3^	LOC121406020	Spicule matrix protein, biomineralization
LOC581461 (*clect*)	LOC121406083	Spicule matrix protein, biomineralization, Lectin C-type domain (predicted)
LOC587674	LOC121410904	Sulfate Transporter (predicted), prestin-like
hhex	LOC121424894	Transcription Factor, Homeodomain (predicted)
LOC100891544	LOC121410060	Translation Initiation Factor IF-2 (predicted)
*prom1*	LOC121424710	Transmembrane glycoprotein, localized to cilia/microvilli, differentiation, mutated in cancer cells (predicted)
LOC115919257	LOC121411544	Unknown
LOC100889313	LOC121432130	Unknown
LOC577899	LOC121407396	Unknown
LOC586717	LOC121431115	Unknown, aligns to unplaced and unannotated scaffold
uncharacterized	LOC121413488	Unknown, does not align well to any *S. purpuratus* genes, annotated as ncRNA on NCBI
LOC100894023	LOC121410563	Unknown, Immunoglobulin domain, Fibronectin type III domain

^1^Adomako-Ankomah and Ettensohn, 2011; ^2^Illies et al., 2002; ^3^Wilt et al., 2013.

**Table 3.** PMC-enriched mRNAs downregulated specifically by axitinib

Echinobase gene symbol	Lv LOC ID	Function
angpt1l	LOC121428545	Angiogenesis, angiopoietin 1-like (predicted)
LOC764069	LOC121409286	ATPase, phospholipid transporting ATPase (predicted)
*SpP19L* ^1^	LOC121428634	Biomineralization
*P16* ^1,2^	LOC121416200	Biomineralization, transmembrane
*p58a* ^3^	LOC121425028	Biomineralization, Type I transmembrane
LOC762549	LOC121410970	Gamma-aminobutyric acid receptor subunit gamma-2-like (Predicted)
LOC576560	LOC121431448	LamG domain, EGF domain, cell adhesion
LOC586753	LOC121409093	Matrix metalloproteinase 17, biomineralization, transmembrane
LOC586737	LOC121409094	Matrix metalloproteinase
LOC115919351^4^	LOC121410434	Metalloproteinase inhibitor 3-like, extracellular matrix formation
LOC115918623	LOC121425008	Mucin-5A-like (predicted)
*fgfr2l* ^5^	LOC121420312	Myoblast growth factor receptor egl-15-like, biomineralization, transmembrane
LOC590168	LOC121409284	Myogenesis, smooth muscle, myb-like protein, smoothelin-like
LOC756397	LOC121432068	Neurofilament heavy polypeptide-like (predicted)
LOC756768	LOC121424209	Neurogenesis, neurotrypsin 2-like (predicted)
*hck*	LOC121430645	Src family tyrosine kinase (predicted)
*ets1*	LOC121419770	Transcription Factor, ETS domain, biomineralization, EMT regulation
*prox1* (*prospero*)	LOC121418266	Transcription Factor, homeobox domain
*myoD1l* ^6^	LOC121405904	Transcription Factor, myogenic basic helix-loop-helix domain, muscle specification, ventral skeletal expression
*tcf21l*^7^ (*myoR2*)	LOC121430479	Transcription Factor, myogenic basic helix-loop-helix domain, ventral skeletal expression, blastocoelar expression
*zcchc24*	LOC121431737	Transcription Factor, zinc-finger domain, ETS domain (predicted)
LOC577685	LOC121406053	Translation Initiation Factor 2-like (predicted)
LOC594470	LOC121431017	Transmembrane protein (predicted)
LOC115919110	LOC121411681	Uncharacterized
LOC100893802	LOC121405811	Uncharacterized
LOC100891313	LOC121416090	Uncharacterized, glycine-rich
*flt1*^8,9^ (*vegfr-Ig10*)	LOC121408625	VEGF receptor, dorsal/ventral axis specification, biomineralization

^1^Illies et al., 2002; ^2^Cheers and Ettensohn, 2005; ^3^Adomako-Ankomah and Ettensohn, 2011; ^4^Clouse et al., 2015; ^5^Röttinger et al., 2008; ^6^Beach et al., 1999; ^7^Andrikou et al., 2013; ^8^Duloquin et al., 2007; ^9^Sun and Ettensohn, 2017.

## DISCUSSION

The skeletogenic program deployed in PMCs provides a striking example of the dynamic nature of dGRNs. The initial deployment of the PMC dGRN (Phase 1) is controlled by molecular asymmetries present in the unfertilized egg and is independent of cell–cell signaling (Oliveri et al., 2008; Ettensohn, 2020; Kipryushina and Yakovlev, 2020; Molina and Lepage, 2020). This initial phase of dGRN deployment establishes the identity of the PMCs and is sufficient to support EMT and fusion but not overt skeletogenesis. A major shift in regulatory control occurs during gastrulation, when the PMC dGRN becomes responsive to external signals. The localized nature of ectoderm-derived signals leads to regional differences in gene expression and skeletal growth within the PMC syncytium (Harkey et al., 1992; Guss and Ettensohn, 1997; Adomako-Ankomah and Ettensohn, 2013; Sun and Ettensohn, 2014). Although PMCs are organized in a syncytium, the mobility of TFs and biomineralization proteins within the syncytium is limited, providing a mechanism for generating and maintaining non-uniform patterns of gene expression and biomineral growth (Khor et al., 2023). While the architecture of the PMC dGRN during Phase 1 has been studied intensively, we know much less about the dGRN during Phase 2, when the skeleton forms.

This work has identified the BMP signaling pathway as an important regulator of sea urchin skeletogenesis during Phase 2. Inhibition of BMP signaling led to significant skeletal growth defects on the dorsal side of the embryo. In addition, we observed by HCR *in situ* hybridization that the localized expression of genes in the DS and the RR-PMCs was inhibited by K02288 treatment. 

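The gene Clect (LOC121406083), described as 30 kDa spicule matrix protein-like, lies on chromosome 19 from 1181295 to 1187333. It had 3720.2 ± 443 normalized counts (SD, n = 3) with DMSO, 2563 ± 214 with K02288 and 2041 ± 253 with axitinib. Its log2 fold changes were -0.54 with K02288 and -0.87 with axitinib, with edgeR adjusted p values of 0.00221 and 0.000232 with the mating as a term. It was lower in each of the 3 matings with each drug. Of the 19 PMC-enriched genes at an unadjusted p of at most 0.05 with K02288 only, 14 were lower with both drugs.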

Many of the 38 PMC-enriched mRNAs that were regulated in a positive manner by BMP signaling encode proteins that regulate biomineralization, including spicule matrix proteins (*sm29*, *sm30a*, *sm30f* and *Clect*), secreted matrix metalloproteases (*mmp16* and *mmp24*), *p58b*, and MSP130 family proteins (*msp130rel1* and *msp130rel3*). Another BMP-regulated gene, *otop2L*, is a PMC-specific proton transporter that de-acidifies the cytoplasm of PMCs by removing protons that are liberated during the formation of CaCO_3_ and is necessary for skeletogenesis (Chang et al., 2021). *otop2L* mRNA is concentrated in the dorsal region, although the protein is more widely distributed within the PMC syncytium (Sun and Ettensohn, 2014; Chang et al., 2021). These examples strongly suggest that BMP signaling supports dorsal skeletal growth through its positive regulation of a subset of biomineralization proteins. We suspect that other PMC-specific proteins that are sensitive to K0228 treatment, but which currently have unknown functions (see Tables 1, 2), also regulate biomineralization.

To identify candidate regulators of BMP signaling in the DS, we carried out a comprehensive analysis of the spatiotemporal expression patterns of the BMP ligands and receptors present in sea urchins, with a special focus on the expression of these genes during Phase 2 (Fig. 4, Fig. S1). We found that *alk1/2* was strongly expressed by all PMCs during early development, but later became restricted within the syncytium to sites of active skeletal growth. Based on these findings, we hypothesize that Alk1/2 is the principal Type I BMP receptor that mediates BMP signaling responses within the PMC syncytium. The single Type II BMP receptor, *bmpr2*, showed a much less dynamic pattern of expression. We hypothesize that this receptor is present throughout the syncytium and that local differences in *alk1/2* expression modulate local responses. In addition, we have confirmed the previous observation that *bmp2/4* is initially expressed by the ventral ectoderm during Phase 1 whereas *bmp5/8* is expressed more broadly, and both become strongly expressed in the DS during Phase 2 (Luo and Su, 2012). Thus, both ligands could contribute to the regulation of Phase 2 skeletogenesis on the dorsal side of the embryo.

Our findings show that BMP signaling plays an important role in regulating gene expression in the DS. However, because signaling is active in multiple dorsal tissues, and because K02288 blocks signaling in all tissues, there are several possible scenarios by which such regulation could occur. Importantly, the presence of high levels of pSMAD1/5/8 in dorsal PMCs shows that signaling is active in these cells (our findings and Lapraz et al., 2009; Chen et al., 2011; Haillot et al., 2015). One simple (and therefore attractive) hypothesis is that BMPs produced by PMCs function in an autocrine fashion to regulate gene expression in these cells, either by direct activation of skeletogenic effector genes by pSMAD1/5/8, or indirectly via SMAD-dependent expression of other TFs (see Fig. 8). Residual BMP2/4 produced by the ventral ectoderm but active in the DS might also contribute to pSMAD1/5/8 activation in the PMCs. Although we currently favor a direct, cell-autonomous role for pSMAD1/5/8 activation in controlling gene expression and skeletal growth in PMCs, primarily due to the simplicity of such a mechanism, we cannot exclude more complex scenarios. For example, BMP signaling and pSMAD1/5/8 might function in the dorsal ectoderm to activate other signals (different from BMPs) that act on PMCs to control gene expression and skeletal growth, either alone or in combination with BMPs. Other, even more complex, roles for BMP signaling can be envisioned. Additionally, the relative contributions of the two BMP ligands, BMP2/4 and BMP5/8, to dorsal signaling have yet to be teased apart. Clearly, additional studies will be required to dissect the mechanisms by which BMP signaling regulates gene expression and skeletal growth in dorsal PMCs.

**Fig. 8.**
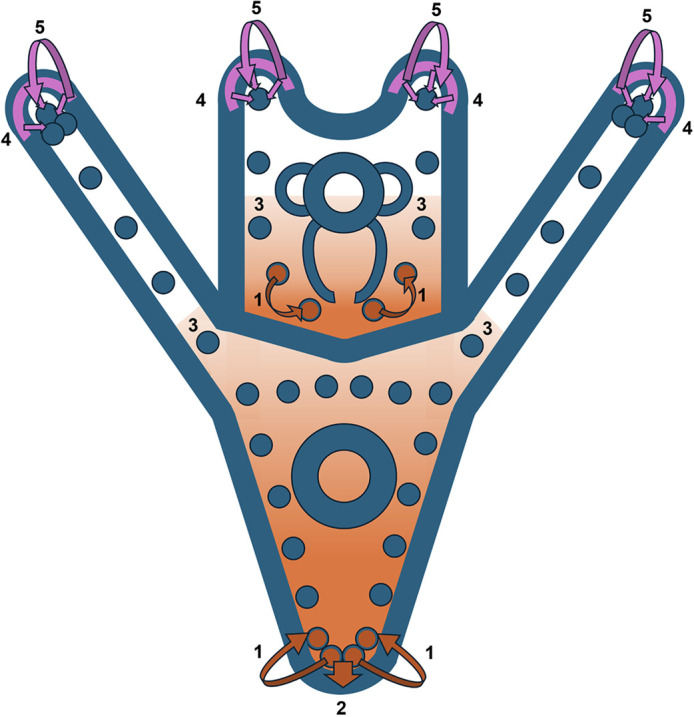
**Provisional model of signaling pathway contributions to dorsal/ventral skeletal growth.** BMP ligands (orange) are expressed by the RR-PMCs and dorsal (scheitel) PMCs. Autocrine BMP signaling acts to maintain expression of BMP ligands in these cells (1). Scheitel PMCs export BMP ligands to the overlying dorsal ectoderm, activating SMAD1/5/8 in this tissue (2). BMP signaling may weakly contribute to ventral skeletal growth via a gradient of BMP ligands originating from the dorsal skeletal elements that signals to *alk1/2*-expressing cells at the growing tips of the arms (3). VEGF3 ligand is exported from the ectoderm overlying the arm tips and VEGF signaling (magenta) is essential for elongation of the ventral skeletal elements but not the dorsal elements (4). VEGF signaling maintains *vegfr-Ig10* expression in the PMCs at the tips of the post-oral and anterolateral rods (5).

K02288 inhibits the expression of *bmp2/4* and *bmp5/8* in the DS during Phase 2 (Fig. 5G-H′,J-K′). This finding supports previous evidence that *bmp2/4* expression is autoregulated in a positive fashion by the BMP pathway in the syncytium (Luo and Su, 2012) and indicates that *bmp5/8* is similarly regulated. The shift in localized ligand expression also coincides with the transition from Phase 1 skeletogenesis to Phase 2. The initial activation of BMP ligand expression in dorsal PMCs could be driven by BMPs that are produced by the ventral ectoderm during early development and active dorsally, or by localized cues other than BMPs. As discussed above, the increase in expression of BMP ligands in dorsal PMCs might be driven by BMPs secreted by the PMCs themselves via an autocrine, positive regulatory mechanism. Notably, in addition to the two BMP ligands, our RNA-seq analysis identified *smadIP* as a gene upregulated by BMP signaling, and previous work showed that *smadIP* is expressed selectively by dorsal PMCs (Valencia, 2018). Thus, *smadIP* is an additional component of the BMP signaling pathway regulated in a positive manner by BMP signaling. 

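The gene smadIP (LOC121411537), described as zinc finger E-box-binding homeobox 2-like, lies on chromosome 3 from 60075463 to 60106639. It had 1167 ± 307 normalized counts (SD, n = 3) with DMSO, 730 ± 170 with K02288 and 1239 ± 166 with axitinib. The log2 fold change with K02288 was -0.68 (standard error 0.250), and within matings 1, 2 and 3 it was -1.01, -0.47 and -0.51. Its edgeR adjusted p was 0.00274 with the mating as a term and not under 0.05 without it. Without the mating, 2 of the 6 fits that left out 1 library passed the unadjusted threshold, those without DMSO replicate 3 and K02288 replicate 2, and the smallest change was -0.52, without DMSO replicate 1. With axitinib the log2 fold change was 0.09. The difference between the drugs was -0.76 (adjusted p = 0.000119 with the mating as a term).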

Studies in other organisms have shown that the regulation and function of *smadIP* are complex (Hegarty et al., 2015). SmadIP can act as a repressor or an activator of expression depending on co-effector binding and can interact directly with receptor-activated Smad proteins. Further studies will be required to elucidate the function of *smadIP* in the DS.

Notably, axitinib treatment specifically downregulated *vegfr-Ig10* expression (Table 3) and the expression intensity of *vegfr-Ig10* was reduced when visualized by HCR (Figs 5, 6). This suggests that, similar to BMP signaling, continuous positive VEGF signaling regulates the VEGF signaling pathway itself during skeletogenesis.

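The VEGF receptor gene vegfr-Ig10 (LOC121408625, chromosome 1, 20230039 to 20283425) had 676 ± 72.5 normalized counts (SD, n = 3) with DMSO, 310 ± 37.1 with axitinib and 685 ± 47.9 with K02288. With axitinib its log2 fold change was -1.12 (standard error 0.170, edgeR adjusted p = 0.0691, and 3.36e-05 with the mating as a term). It stayed between -1.21 and -1.03 when each library was left out in turn. With K02288 it was 0.02. The direct comparison of K02288 with axitinib gave 1.15 (adjusted p = 0.0695, and 3.80e-06 with the mating as a term).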

Our work has also shown that the distal-tip RR-PMCs of *L. variegatus* share many features with the DS. The RRs were the only other skeletal structure to show a striking morphological defect in response to K02288, as treatment with the drug prevented the distal branching event in the RRs (Fig. 3). Additionally, several mRNAs with elevated expression in the dorsal PMCs, including *gata3*, *scl* and *sm29*, were also enriched in RR PMCs. During Phase 2, the RRs, like the DS, become signaling centers that express high levels of both BMP ligands. The production of BMP ligands by PMCs in the RRs, which are located closer to the ventral side of the embryo than the dorsal PMC chain, could explain the limited role that BMP signaling plays in ventral skeletal development in *L. variegatus*. It should be noted that RRs do not form in all sea urchin species. Although the directionality of the evolutionary change is unknown in this case, one hypothesis is that a spatial redeployment of the dorsal PMC GRN occurred at the distal end of the dorsal-ventral connecting rod, leading to the formation of the RR. Species without RRs may experience less pronounced effects on ventral skeletal development when treated with K02288 than we observed in *L. variegatus*.

The ligands that activate BMP and VEGF signaling are located on opposite sides of the embryo during Phase 2, and to a large extent these two pathways operate independently of one another in controlling gene expression and skeletal growth (Fig. 8). The skeletal defects observed following disruption of these two pathways during Phase 2 are very different from one another (Adomako-Ankomah and Ettensohn, 2013; this study). In addition, approximately two-thirds (49/74) of the PMC dGRN genes that we found to be signal dependent during Phase 2 were sensitive to either K02288 or axitinib, but not to both inhibitors (Fig. 7). 

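Of the PMC-enriched genes at an unadjusted p of at most 0.05, 56 (66.7%) passed with a single drug. Passing with one drug and not with the other does not show that the drugs differ, so K02288 and axitinib were also compared directly. Of the genes that passed with K02288 only, 8 differed between the drugs at an unadjusted p of at most 0.05, and 13 did with the mating as a term, 8 of them at an adjusted p under 0.05. Of the genes that passed with axitinib only, 19 differed, and 26 did with the mating as a term, 21 of them at an adjusted p under 0.05. Because the genes were chosen on the same libraries, these counts are not an independent test. With the mating as a term, 50.3% of the genes that passed the unadjusted threshold passed with a single drug. The paper reasons that the pathways operate largely independently of one another, and these counts are only part of its evidence. It also names the different skeletal defects, ligands on opposite sides of the embryo and an earlier study of ventral effects of axitinib. By HCR, it reports no effect of axitinib on its candidate genes in dorsal PMCs and in those of the recurrent rods.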

A previous study also identified ventral-specific effects of axitinib on the expression of several genes expressed at sites of active skeletal growth (Sun and Ettensohn, 2014). Notably, we identified several TF-encoding genes that were regulated in a pathway-specific manner during Phase 2. We found that *gata3* and *scl*, two genes expressed selectively in dorsal PMCs (Solek et al., 2013), were regulated in a positive manner by BMP signaling, while *myoD* and *myoR2*, which are expressed selectively in ventral PMCs (Beach et al., 1999; Valencia, 2018), were upregulated by VEGF signaling (Tables 2, 3). These signal-dependent TFs may contribute to the region-specific expression of downstream effector genes in the dorsal and ventral regions. 

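The normalized counts of gata3 with axitinib were 245 ± 46.0 (SD, n = 3), a log2 fold change of -0.37 (adjusted p = 0.121 with the mating as a term). The direct comparison of K02288 with axitinib gave a log2 difference of -0.37 for gata3 (adjusted p = 0.208 with the mating as a term). Both passed the unadjusted threshold with the mating as a term and neither did without it, except the difference between the drugs without axitinib replicate 3 (-0.50). The lower value with axitinib is opposite in direction to the ectopic gata3 that the paper reports in ventral PMCs by HCR. RNA of whole embryos cannot tell PMCs from the midgut, where the paper also describes gata3. scl (LOC121423567, chromosome 11, 20032834 to 20048577) had 265 ± 30.2 normalized counts (SD, n = 3) with DMSO, 218 ± 56.3 with K02288 and 287 ± 30.4 with axitinib. Its log2 fold change with K02288 was -0.29, which passed the unadjusted threshold only with the mating as a term, where its edgeR adjusted p was 0.378. It ran from -0.49 (without K02288 replicate 3) to -0.12 (without K02288 replicate 1).
myoD (LOC121405904, chromosome 19, 6436896 to 6438203) had 57.5 ± 6.81 normalized counts (SD, n = 3) with DMSO, 31.5 ± 15.9 with K02288 and 9.10 ± 4.15 with axitinib. Its log2 fold change was -2.64 with axitinib (adjusted p = 0.124, and 0.00104 with the mating as a term) and -0.87 with K02288 (adjusted p = 0.190 with the mating as a term). myoR2 (LOC121430479, chromosome 17, 14013952 to 14024850) had 210.4 ± 65.0 normalized counts (SD, n = 3) with DMSO and 50.4 ± 9.87 with axitinib, a log2 fold change of -2.06 (adjusted p = 0.0652, and 9.17e-06 with the mating as a term). With K02288 it was -0.33, and from -0.59 (without K02288 replicate 2) to -0.046 (without DMSO replicate 2) when each library was left out, with -0.14 without K02288 replicate 3. At the unadjusted threshold, myoD and myoR2 were not called with K02288 without the mating and were called once it was a term. The same held for 15 of the 27 genes, these 2 included, that Table 3 lists as sensitive to axitinib only, and 2 others were called with K02288 in both fits. Without the mating, myoD was called with K02288 when K02288 replicate 2 was left out (-1.37). The drugs differed by 1.78 for myoD and by 1.73 for myoR2 (adjusted p = 0.0443 and 3.68e-05 with the mating as a term).

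**Figure D3:**
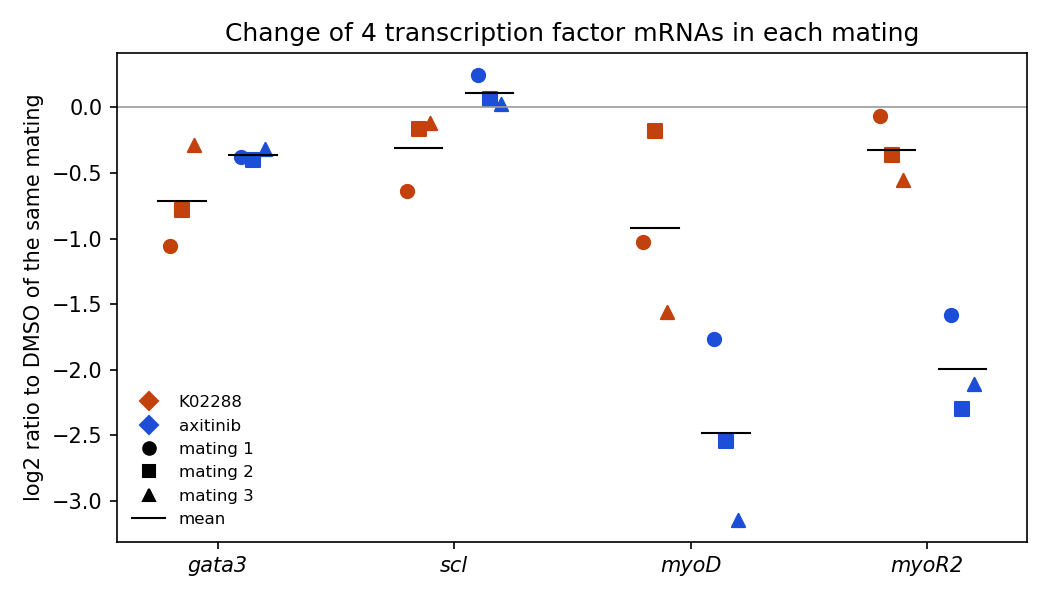
Log2 ratio of each drug's library to the DMSO library of the same mating for gata3, scl, myoD and myoR2. Each symbol is 1 mating and each bar the mean of the 3 matings. With axitinib, myoD and myoR2 were lower in all 3 matings by more than with K02288, and the K02288 values of gata3 ran from -1.06 to -0.29.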

A major unanswered question is whether the distinctive suites of BMP-dependent and VEGF-dependent biomineralization genes expressed in the dorsal and ventral regions of the PMC syncytium contribute to the distinct morphologies of the skeletal elements that develop in these regions, i.e. the linear skeletal rods that support the ventral arms and the branched scheitel that forms dorsally.

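Of the PMC-enriched genes at an unadjusted p of at most 0.05 with K02288 and with axitinib, 23 were lower with both drugs. The direct comparison of the drugs found 8 of the genes to differ at an unadjusted p of at most 0.05, and 14 with the mating as a term, of which 11 had an adjusted p under 0.05. The gene msp130 (LOC121427215, chromosome 14, 17199073 to 17220319), named here after its values were seen, was among those that moved in opposite directions. Its normalized counts were 6102 ± 1051 (SD, n = 3) with DMSO, 8309 ± 1324 with K02288 and 2578 ± 247 with axitinib. The log2 fold changes were 0.44 and -1.24, with edgeR adjusted p values of 0.00828 and 4.07e-06 with the mating as a term. With K02288, msp130 passed the unadjusted threshold in 2 of the 6 fits that left out 1 library, and not without DMSO replicate 1 (0.39), DMSO replicate 3 (0.37), K02288 replicate 1 (0.48) or K02288 replicate 2 (0.31).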

We also identified genes (25/74) that were regulated by both BMP and VEGF signaling. There are examples of genes that are expressed at high levels in PMCs both at the tips of the post-oral arms and the dorsal chain (Sun and Ettensohn, 2014), suggesting that some genes may be regulated in a positive manner by both signaling pathways. The expression pattern of *gata3*, however, reveals another possible mechanism. In untreated embryos, *gata3* expression was restricted to PMCs in the dorsal chain, as previously reported (Solek et al., 2013). In axitinib-treated embryos, however, *gata3* mRNA was observed throughout the PMC syncytium. Because mRNAs typically have very limited ability to diffuse through the PMC syncytium (see Khor et al., 2023), we presume that the expanded domain of *gata3* mRNA in axtinib-treated embryos reflects an expanded region of *gata3* transcription. These findings suggest that, although BMP signaling is required for the dorsal expression of *gata3* (see Figs 5, 6), VEGF-mediated repression in the ventral region also plays an important role in restricting *gata3* expression to the dorsal region. The mechanism of this repression, and the activators that drive *gata3* expression on the ventral side of axitinib-treated embryos, are currently unknown.

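The PMC-enriched genes at an unadjusted p of at most 0.05 with at least 1 drug made up 23.5% of the joined Tables S7 and S8, and 17.5% of Table S7 alone. These shares were 49.4% and 44.0% with the mating as a term. At an adjusted p under 0.05 over all genes tested, they were 0.838% and 0.993% without the mating. With it, they were 26.0% and 20.5%.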

Our RNA-seq analysis showed that only about 20% of late, PMC-enriched mRNAs were significantly affected by treatment with axitinib or K02288. Thus, the striking, localized effects of these pathways on skeletal growth are mediated through their control of relatively limited sub-circuitry within the PMC dGRN. Conversely, ∼80% of late, PMC-enriched mRNAs were not significantly affected by treatment with axitinib or K02288, a finding consistent with our HCR *in-situ* hybridization analysis, which showed that genes such as *sm37* and *sm29* were still expressed throughout the syncytium in the presence of either drug. These findings suggest the presence of non-localized signals that regulate gene expression throughout the PMC syncytium or cell-autonomous mechanisms that drive much of the skeletogenic network independently of localized signals. 

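The PMC-enriched genes not called with either drug at an unadjusted p of at most 0.05 numbered 274 (76.5% of the list), and 181 (50.6%) with the mating as a term. For a gene not called, a change was not detected by the test used, which does not show that it is absent. sm37 (LOC121406031, chromosome 19, 22481287 to 22482944) had 6090.3 ± 409 normalized counts (SD, n = 3) with DMSO, 4951 ± 660 with K02288 and 5544 ± 555 with axitinib. The log2 fold change of sm37 was -0.30 with K02288 and -0.14 with axitinib, and neither had an edgeR adjusted p under 0.05 (0.157 and 0.552 with the mating as a term). At the unadjusted threshold, sm37 was called with neither drug without the mating, and with K02288 once the mating was a term. Without the mating it was called with K02288 only when K02288 replicate 2 was left out (-0.40). Within matings 1, 2 and 3 its log2 ratio with K02288 was -0.32, -0.0067 and -0.58. For sm29, the log2 fold change with axitinib was -0.03 (adjusted p = 0.984 with the mating as a term).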

Other signaling mechanisms are known to regulate skeletogenesis and may contribute to the regulation of the PMC dGRN during Phase 2. FAK-ROCK-ERK signaling allows for mechanosensing and regulates skeletal growth and branching (Hijaze et al., 2024; Layous et al., 2025). Ionic gradients are also able to modulate responses to signaling pathways through the activity of voltage-gated sodium channels allowing for general regulation of skeletal growth (Thomas et al., 2023). TGFβ signaling also contributes to skeletogenesis, especially the formation of anterior skeletal elements (Piacentino et al., 2015; Sun and Ettensohn, 2017). The activity of these signaling pathways does not appear to be polarized along the dorsoventral axis during Phase 2, however, and disruption of these pathways does not generate dorsal- and ventral-selective defects similar to those observed after disruption of VEGF or BMP signaling. Therefore, we propose that VEGF and BMP signaling are the key signaling pathways that regulate skeletal growth during post-gastrula embryogenesis on the ventral and dorsal sides of the skeleton, respectively.

## MATERIALS AND METHODS

### Animals

Adult *S. purpuratus* were acquired from Peter Halmay (San Diego Fishermen's Working Group, 11103 Highway 67, Lakeside, CA 92040-1407, USA). Adult *L. variegatus* were acquired from either Duke University (NC, USA) or from Pelagic (Sugarloaf Key, FL, USA). Spawning was induced by intracoelomic injection of 0.5 M KCl. Embryos were cultured in ASW at 15°C (*S. purpuratus*) or 18-23°C (*L. variegatus*) in temperature-controlled incubators.

### Drug treatments

A 5 mM stock solution of axitinib (Selleckchem) was prepared in DMSO and stored at −20°C. *L. variegatus* were cultured in a final concentration of 75 nM axitinib in ASW.

A 14.2 mM stock solution of K02288 (Sigma-Aldrich, SML1307-5MG) was prepared in DMSO and stored at 4°C. Both *S. purpuratus* and *L. variegatus* embryos were cultured in a final concentration of 1 µM K02288 in ASW. To observe early developmental effects, eggs from both species were fertilized in 0.5 µM K02288 ASW and cultured continuously in the presence of the drug. To observe late developmental effects, embryos from both species were cultured in untreated ASW before being transferred into 1 µM K02288 ASW at later stages.

For RNA-seq and HCR experiments, *L. variegatus* were initially cultured in untreated ASW and then transferred into of 75 nM axitinib in ASW or 1 µM K02288 in ASW after the initial tri-radiate spicule rudiments had formed (∼18-20 hpf when cultured at 20-21°C). Embryos were incubated continuously in drug-treated ASW until the late pluteus stage (2 dpf) when they were either fixed for HCR or lysed for total RNA collection. To observe the effect of K02288 treatment on pSmad1/5/8 activation, *S. purpuratus* embryos were initially cultured in untreated ASW and then transferred into 1 µM K02288 ASW after the PMC syncytium had formed and the embryos were beginning to gastrulate (28 hpf when cultured at 15°C). *S. purpuratus* embryos were fixed and immunostained at the late prism/early pluteus stage (2 dpf).

Control embryos were incubated in ASW containing a volume of DMSO equal to the highest volume used and treated at the same developmental stages for any given replicate set of drug-treated embryos.

### Fluorescence *in situ* HCR

Embryos were fixed for 1 h in 4% paraformaldehyde in ASW and stored in 100% methanol at −20°C. HCR probes and fluorescent hairpins were purchased from Molecular Instruments^®^. Fixed embryos were rehydrated with three washes of RNase-free water mixed with progressively lower concentrations of methanol (70%, 50%, 30%) and stained following the Molecular Instruments published protocol for sea urchins (Choi et al., 2016).

### Imaging

Images were collected using an Olympus BX60 microscope fitted with a 20× dry objective (N.A., 0.7), an X-Cite XYLIS LED light source (Excelitas Technologies) and a Xyla 4.2 sCMOS camera (Oxford Instruments). Images were processed using cellSens imaging software (Olympus) and Fiji/ImageJ version 2.16.0/1.54p (Schindelin et al., 2012).

### RNA-seq and bioinformatics analysis

Three replicate sets of embryos resulting from separate matings were used for RNA-seq. Each replicate set contained three samples consisting of embryos treated with DMSO, 75 nM axitinib or 1 µM K02288 starting after formation of tri-radiate spicule rudiments as described above. Late stage plutei (2 dpf, 21°C) were then collected by centrifugation (160 ***g*** for 30 s) and excess ASW was removed. Embryos were lysed and total RNA was extracted using a Pure Link™ RNA Mini Kit (Invitrogen) following the manufacturer's protocol. Samples were then treated with Turbo DNase™ (Invitrogen) and LiCl precipitated to remove genomic DNA. RNA samples were then shipped to Novogene Corporation Inc. for sequencing. mRNA was purified by Novogene using poly-A enrichment purification, strand-specific cDNA synthesis was performed, and sequenced by synthesis using the Illumina sequencing platform.

Raw reads were mapped to the *L. variegatus* genome (v3.0) using the HISAT2 alignment program (Mortazavi et al., 2008). Gene expression levels were then quantified as fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM). Differentially expressed genes between treatment groups were identified using DEseq2 software (Love et al., 2014). A DESeq2 *P*≤0.05 with no minimum log2FoldChange cutoff (e.g. |log2FoldChange|≥0.0) were used as threshold cutoffs to determine differentially expressed genes. clusterProfiler software (Yu et al., 2012) was used for gene ontology analysis of differentially expressed genes.

To generate a set of PMC-enriched genes, we re-clustered scRNA-seq data from Massri et al. (2021) from four time points (16, 18, 20 and 24 hpf), representing the late gastrula-pluteus stages, and identified the PMC cluster based on a large set of known, PMC-specific mRNAs (Rafiq et al., 2014). We focused on genes that were expressed in at least 25% of the cells in the PMC cluster and that exhibited a log2-fold enrichment of >2 relative to non-PMC cells. Using these criteria, we identified a collection of 321 genes that were differentially expressed by PMCs during Phase 2. We supplemented this gene set with an additional 46 genes that were shown in previous studies to be expressed selectively by PMCs during late embryogenesis, including a set of 29 TF-encoding genes (Solek et al., 2013; Sun and Ettensohn, 2014; Valencia, 2018; Massri et al., 2021). This set of genes was then compared to the list of genes that were differentially expressed in response to either axitinib or K02288 treatment in our bulk RNA-seq dataset.

### Skeletal element measurements

*L. variegatus* embryos treated with DMSO or 1 µM K02288 starting after tri-radiate formation as described above were live imaged at the late pluteus stage (2 dpf). Using a combination of DIC and polarized light images across multiple focal planes the anterolateral rods, RRs, ventral-transverse rods, post-oral rods and body rods of each embryo was imaged. The lengths of these five skeletal elements were measured on both sides of the embryo using the segmented line tool of Fiji/ImageJ. Anterolateral rods and RRs were measured from their distal tips to the junction with the dorsal-ventral connecting rod. Ventral-transverse rods were measured from their tips to the center of the branch point where the post-oral rods and body rods begin. Post-oral rods were measured from their tips to the center of the same branch point. Body rods were measured from the center of the same branch point to the branch point where the skeleton bends to form the scheitel. Embryos resulting from two separate matings were imaged and measured for this comparison.

### Sp-pSmad1/5/8 immunostaining

Phospho-SMAD (Ser463/465) (41D10) Rabbit mAb (Cell Signaling Technology, 9516) was the generous gift of T. Lepage (Institut de Biologie Valrose, University of Nice, Nice, France). *S. purpuratus* embryos were fixed at various developmental stages for 15 min in 4% paraformaldehyde in ASW at room temperature and then immediately immunostained according to the protocol described by Haillot et al. (2015). Of note, this antibody is unable to detect pSmad1/5/8 in *L. variegatus*, likely because the amino acid sequence near the phosphorylation site is slightly different than the corresponding site in *S. purpuratus*. As such, pSmad1/5/8 enrichment and the effects of K02288 on the phosphorylation of Smad1/5/8 were only analyzed in *S. purpuratus*.

### Statistical analysis

To determine the effects of K02288 on the growth of various skeletal elements the average length of each element was determined for DMSO-treated and 1 µM K02288-treated embryos. The average lengths were then compared using a two-tailed Student's *t*-test with unequal variance in Excel. A *P*-value of <0.05 was used as a cutoff for significance.

For all statistical analyses, asterisks represents the following *P*-values: *P<0.05, **P<0.01, ***P<0.005, ****P<0.001, *****P<0.0005.

## Supplementary Material

10.1242/develop.205344_sup1 Supplementary information

Table S1. mRNAs with decreased expression following K02288 treatment. Total mRNA from *L. variegatus* embryos treated with DMSO or 1 μM K02288 in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly decreased expression in 1 μM K02288-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Table S2. mRNAs with increased expression following K02288 treatment. Total mRNA from *L. variegatus* embryos treated with DMSO or 1 μM K02288 in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly increased expression in 1 μM K02288-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Table S3. mRNAs with decreased expression following axitinib treatment. Total mRNA from *L. variegatus* embryos treated with DMSO or 75 nM axitinib in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly decreased expression in 75 nM axitinib-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Table S4. mRNAs with increased expression following axitinib treatment. Total mRNA from *L. variegatus* embryos treated with DMSO or 75 nM axitinib in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly increased expression in 75 nM axitinib-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Table S5. mRNAs similarly impacted by both axitinib and K02288 treatment. This table displays mRNAs with significantly altered expression levels following either drug treatment compared to control embryos. Treatment with one drug resulted in changes to mRNA expression that were not significantly different from treatment with the other drug. See Materials and Methods.

Table S6. mRNAs impacted differently by axitinib and K02288 treatment. This table displays mRNAs with significantly altered expression levels following either drug treatment compared to control embryos. Additionally, treatment with one drug resulted in changes to mRNA expression levels that were significantly different from treatment with the other drug. This includes instances where one drug had a more intense effect compared to the other drug, or where two treatments caused opposite changes in mRNA expression levels relative to the base expression level in DMSO treated embryos. See Materials and Methods.

Table S7. mRNAs with enriched expression in PMCs. This table displays mRNAs that were determined to be enriched in PMCs compared to other cell types based on previously published scRNA-seq data (Massri et al., 2021). See Materials and Methods.

Table S8. Manually curated mRNAs with known PMC enrichment. This table contains all mRNAs that were known to be strongly expressed in PMCs or relevant to skeletogenesis based on previous data (see Materials and Methods) which were compared to our RNA-seq data to determine if the expression of these mRNAs was impacted by axitinib or K02288 treatment.

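Table S8 has a column for each of several groups of genes. It holds 29 transcription factors, 19 other PMC-enriched genes, 9 genes of the BMP pathway, 6 of the Nodal pathway and 1 of the VEGF pathway. The column of other genes lists only genes affected by a drug in the bulk RNA-seq, while the transcription factors are listed whether affected or not. With Table S7 joined to the transcription factors and the other genes, a combination chosen after the data were seen, the list held 344 genes, and 78 of them had an unadjusted p of at most 0.05 with at least 1 drug (17 with K02288 only, 34 with axitinib only and 27 with both).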

Table S9. Comparison of scRNA-seq PMC-enriched mRNA list and drug-affected mRNAs. This table summarizes the genes identified as PMC enriched in the scRNA-seq that were also identified as affected by either drug in the total RNA-seq experiment performed in this study.

Table S10. PMC-enriched mRNAs affected by axitinib and/or K02288. This table summarizes the findings of comparing known PMC enriched mRNAs to mRNAs identified in the total RNA-seq experiment performed in this study. Enriched mRNAs that were affected by axitinib and/or K02288 are listed with relevant data from the total RNA-seq as well as the impact of drug treatment on mRNA expression. mRNAs are divided into those affected only by K02288, only by axitinib, or affected by both drug treatments relative to DMSO treated embryos.

## References

[DEV205344C1] Adomako-Ankomah, A. and Ettensohn, C. A. (2011). P58-A and P58-B: novel proteins that mediate skeletogenesis in the sea urchin embryo. *Dev. Biol.* 353, 81-93. 10.1016/j.ydbio.2011.02.02121362416

[DEV205344C2] Adomako-Ankomah, A. and Ettensohn, C. A. (2013). Growth factor-mediated mesodermal cell guidance and skeletogenesis during sea urchin gastrulation. *Development* 140, 4214-4225. 10.1242/dev.10047924026121

[DEV205344C3] Andrikou, C., Iovene, E., Rizzo, F., Oliveri, P. and Arnone, M. I. (2013). Myogenesis in the sea urchin embryo: the molecular fingerprint of the myoblast precursors. *Evodevo* 4, 33. 10.1186/2041-9139-4-3324295205 PMC4175510

[DEV205344C4] Beach, R. L., Seo, P. and Venuti, J. M. (1999). Expression of the sea urchin MyoD homologue, SUM1, is not restricted to the myogenic lineage during embryogenesis. *Mech. Dev.* 86, 209-212. 10.1016/S0925-4773(99)00118-510446284

[DEV205344C5] Ben-Tabou De-Leon, S., Su, Y.-H., Lin, K.-T., Li, E. and Davidson, E. H. (2013). Gene regulatory control in the sea urchin aboral ectoderm: spatial initiation, signaling inputs, and cell fate lockdown. *Dev. Biol.* 374, 245-254. 10.1016/j.ydbio.2012.11.01323211652 PMC3548969

[DEV205344C6] Chang, W. W., Matt, A.-S., Schewe, M., Musinszki, M., Grüssel, S., Brandenburg, J., Garfield, D., Bleich, M., Baukrowitz, T. and Hu, M. Y. (2021). An otopetrin family proton channel promotes cellular acid efflux critical for biomineralization in a marine calcifier. *Proc. Natl. Acad. Sci. USA* 118, e2101378118. 10.1073/pnas.210137811834301868 PMC8325241

[DEV205344C7] Cheers, M. S. and Ettensohn, C. A. (2005). P16 is an essential regulator of skeletogenesis in the sea urchin embryo. *Dev. Biol.* 283, 384-396. 10.1016/j.ydbio.2005.02.03715935341

[DEV205344C8] Chen, J. H., Luo, Y. J. and Su, Y. H. (2011). The dynamic gene expression patterns of transcription factors constituting the sea urchin aboral ectoderm gene regulatory network. *Dev. Dyn.* 240, 250-260. 10.1002/dvdy.2251421181943

[DEV205344C68] Choi, H. M., Calvert, C. R., Husain, N., Huss, D., Barsi, J. C., Deverman, B. E., Hunter, R. C., Kato, M., Lee, S. M., Abelin, A. C. et al. (2016). Mapping a multiplexed zoo of mRNA expression. *Development* 143, 3632-3637. 10.1242/dev.14013727702788 PMC5087610

[DEV205344C9] Chuang, C.-K., Wikramanayake, A. H., Mao, C.-A., Li, X. and Klein, W. H. (1996). Transient appearance of Strongylocentrotus purpuratus Otx in micromere nuclei: cytoplasmic retention of SpOtx possibly mediated through an alpha-actinin interaction. *Dev. Genet.* 19, 231-237. 10.1002/(SICI)1520-6408(1996)19:3<231::AID-DVG6>3.0.CO;2-A8952065

[DEV205344C10] Clouse, R. M., Linchangco, G. V., Jr, Kerr, A. M., Reid, R. W. and Janies, D. A. (2015). Phylotranscriptomic analysis uncovers a wealth of tissue inhibitor of metalloproteinases variants in echinoderms. *R. Soc. Open Sci.* 2, 150377. 10.1098/rsos.15037727017967 PMC4807446

[DEV205344C11] Davidson, E. H. and Peter, I. S. (2015). Chapter 2 – Gene regulatory networks. In *Genomic Control Process* (ed. E. H. Davidson and I. S. Peter), pp. 31-86. Oxford: Academic Press.

[DEV205344C12] Duboc, V., Röttinger, E., Besnardeau, L. and Lepage, T. (2004). Nodal and BMP2/4 signaling organizes the oral-aboral axis of the sea urchin embryo. *Dev. Cell* 6, 397-410. 10.1016/S1534-5807(04)00056-515030762

[DEV205344C13] Duloquin, L., Lhomond, G. and Gache, C. (2007). Localized VEGF signaling from ectoderm to mesenchyme cells controls morphogenesis of the sea urchin embryo skeleton. *Development* 134, 2293-2302. 10.1242/dev.00510817507391

[DEV205344C14] Emily-Fenouil, F., Ghiglione, C., Lhomond, G., Lepage, T. and Gache, C. (1998). GSK3beta/shaggy mediates patterning along the animal-vegetal axis of the sea urchin embryo. *Development* 125, 2489-2498. 10.1242/dev.125.13.24899609832

[DEV205344C15] Ettensohn, C. A. (2020). The gene regulatory control of sea urchin gastrulation. *Mech. Dev.* 162, 103599. 10.1016/j.mod.2020.10359932119908

[DEV205344C16] Ettensohn, C. A., Illies, M. R., Oliveri, P. and De Jong, D. L. (2003). Alx1, a member of the Cart1/Alx3/Alx4 subfamily of Paired-class homeodomain proteins, is an essential component of the gene network controlling skeletogenic fate specification in the sea urchin embryo. *Development* 130, 2917-2928. 10.1242/dev.0051112756175

[DEV205344C17] Gibbins, J. R., Tilney, L. G. and Porter, K. R. (1969). Microtubules in the formation and development of the primary mesenchyme in Arbacia punctulata. I. The distribution of microtubules. *J. Cell Biol.* 41, 201-226. 10.1083/jcb.41.1.2015775786 PMC2107725

[DEV205344C18] Gildor, T., Winter, M. R., Layous, M., Hijaze, E. and Ben-Tabou De-Leon, S. (2021). The biological regulation of sea urchin larval skeletogenesis - From genes to biomineralized tissue. *J. Struct. Biol.* 213, 107797. 10.1016/j.jsb.2021.10779734530133

[DEV205344C19] Guss, K. A. and Ettensohn, C. A. (1997). Skeletal morphogenesis in the sea urchin embryo: regulation of primary mesenchyme gene expression and skeletal rod growth by ectoderm-derived cues. *Development* 124, 1899-1908. 10.1242/dev.124.10.18999169837

[DEV205344C20] Haillot, E., Molina, M. D., Lapraz, F. and Lepage, T. (2015). The maternal maverick/GDF15-like TGF-β ligand panda directs dorsal-ventral axis formation by restricting nodal expression in the sea urchin embryo. *PLoS Biol.* 13, e1002247. 10.1371/journal.pbio.100224726352141 PMC4564238

[DEV205344C21] Harkey, M. A., Whiteley, H. R. and Whiteley, A. H. (1992). Differential expression of the msp130 gene among skeletal lineage cells in the sea urchin embryo: a three dimensional in situ hybridization analysis. *Mech. Dev.* 37, 173-184. 10.1016/0925-4773(92)90079-Y1498042

[DEV205344C22] Hegarty, S. V., Sullivan, A. M. and O'Keeffe, G. W. (2015). Zeb2: A multifunctional regulator of nervous system development. *Prog. Neurobiol.* 132, 81-95. 10.1016/j.pneurobio.2015.07.00126193487

[DEV205344C23] Hijaze, E., Gildor, T., Seidel, R., Layous, M., Winter, M., Bertinetti, L., Politi, Y. and Ben-Tabou De-Leon, S. (2024). ROCK and the actomyosin network control biomineral growth and morphology during sea urchin skeletogenesis. *eLife* 12, RP89080. 10.7554/eLife.89080.438573316 PMC10994658

[DEV205344C24] Hodor, P. G. and Ettensohn, C. A. (1998). The dynamics and regulation of mesenchymal cell fusion in the sea urchin embryo. *Dev. Biol.* 199, 111-124. 10.1006/dbio.1998.89249676196

[DEV205344C25] Hodor, P. G. and Ettensohn, C. A. (2008). Mesenchymal cell fusion in the sea urchin embryo. *Methods Mol. Biol.* 475, 315-334. 10.1007/978-1-59745-250-2_1818979252

[DEV205344C26] Illies, M. R., Peeler, M. T., Dechtiaruk, A. M. and Ettensohn, C. A. (2002). Identification and developmental expression of new biomineralization proteins in the sea urchin Strongylocentrotus purpuratus. *Dev. Genes Evol.* 212, 419-431. 10.1007/s00427-002-0261-012373587

[DEV205344C27] Kerr, G., Sheldon, H., Chaikuad, A., Alfano, I., Von Delft, F., Bullock, A. N. and Harris, A. L. (2015). A small molecule targeting ALK1 prevents Notch cooperativity and inhibits functional angiogenesis. *Angiogenesis* 18, 209-217. 10.1007/s10456-014-9457-y25557927 PMC4363482

[DEV205344C28] Khor, J. M., Guerrero-Santoro, J. and Ettensohn, C. A. (2019). Genome-wide identification of binding sites and gene targets of Alx1, a pivotal regulator of echinoderm skeletogenesis. *Development* 146, dev180653. 10.1242/dev.18065331331943

[DEV205344C29] Khor, J. M., Guerrero-Santoro, J. and Ettensohn, C. A. (2023). Molecular compartmentalization in a syncytium: restricted mobility of proteins within the sea urchin skeletogenic mesenchyme. *Development* 150, dev201804. 10.1242/dev.20180437902109

[DEV205344C30] Kipryushina, Y. O. and Yakovlev, K. V. (2020). Maternal control of early patterning in sea urchin embryos. *Differentiation* 113, 28-37. 10.1016/j.diff.2020.04.00132371341

[DEV205344C31] Kipryushina, Y. O., Yakovlev, K. V., Kulakova, M. A. and Odintsova, N. A. (2013). Expression pattern of vascular endothelial growth factor 2 during sea urchin development. *Gene Expr. Patterns* 13, 402-406. 10.1016/j.gep.2013.07.00323867171

[DEV205344C32] Kitamura, K., Nishimura, Y., Kubotera, N., Higuchi, Y. and Yamaguchi, M. (2002). Transient activation of the micro1 homeobox gene family in the sea urchin (Hemicentrotus pulcherrimus) micromere. *Dev. Genes Evol.* 212, 1-10. 10.1007/s00427-001-0202-311875651

[DEV205344C33] Kurokawa, D., Kitajima, T., Mitsunaga-Nakatsubo, K., Amemiya, S., Shimada, H. and Akasaka, K. (1999). HpEts, an ets-related transcription factor implicated in primary mesenchyme cell differentiation in the sea urchin embryo. *Mech. Dev.* 80, 41-52. 10.1016/S0925-4773(98)00192-010096062

[DEV205344C34] Lapraz, F., Röttinger, E., Duboc, V., Range, R., Duloquin, L., Walton, K., Wu, S.-Y., Bradham, C., Loza, M. A., Hibino, T. et al. (2006). RTK and TGF-beta signaling pathways genes in the sea urchin genome. *Dev. Biol.* 300, 132-152. 10.1016/j.ydbio.2006.08.04817084834 PMC12337106

[DEV205344C35] Lapraz, F., Besnardeau, L. and Lepage, T. (2009). Patterning of the dorsal-ventral axis in echinoderms: insights into the evolution of the BMP-chordin signaling network. *PLoS Biol.* 7, e1000248. 10.1371/journal.pbio.100024819956794 PMC2772021

[DEV205344C36] Layous, M., Gildor, T., Nehrer, T., Qassem, A., Wolfenson, H. and Ben-Tabou De-Leon, S. (2025). A mechanosensitive circuit of FAK, ROCK, and ERK controls biomineral growth and morphology in the sea urchin embryo. *Proc. Natl. Acad. Sci. USA* 122, e2408628121. 10.1073/pnas.240862812139739788 PMC11725891

[DEV205344C37] Logan, C. Y., Miller, J. R., Ferkowicz, M. J. and McClay, D. R. (1999). Nuclear beta-catenin is required to specify vegetal cell fates in the sea urchin embryo. *Development* 126, 345-357. 10.1242/dev.126.2.3459847248

[DEV205344C38] Love, M. I., Huber, W. and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. 10.1186/s13059-014-0550-825516281 PMC4302049

[DEV205344C39] Luo, Y.-J. and Su, Y.-H. (2012). Opposing nodal and BMP signals regulate left-right asymmetry in the sea urchin larva. *PLoS Biol.* 10, e1001402. 10.1371/journal.pbio.100140223055827 PMC3467216

[DEV205344C40] Martik, M. L., Lyons, D. C. and McClay, D. R. (2016). Developmental gene regulatory networks in sea urchins and what we can learn from them. *F1000Res* 5, F1000 Faculty Rev-203. 10.12688/f1000research.7381.1PMC476571426962438

[DEV205344C41] Massri, A. J., Greenstreet, L., Afanassiev, A., Berrio, A., Wray, G. A., Schiebinger, G. and McClay, D. R. (2021). Developmental single-cell transcriptomics in the Lytechinus variegatus sea urchin embryo. *Development* 148, dev198614. 10.1242/dev.19861434463740 PMC8502253

[DEV205344C42] McIntyre, D. C., Lyons, D. C., Martik, M. and McClay, D. R. (2014). Branching out: origins of the sea urchin larval skeleton in development and evolution. *Genesis* 52, 173-185. 10.1002/dvg.2275624549853 PMC3990003

[DEV205344C43] Molina, M. D. and Lepage, T. (2020). Maternal factors regulating symmetry breaking and dorsal-ventral axis formation in the sea urchin embryo. *Curr. Top. Dev. Biol.* 140, 283-316. 10.1016/bs.ctdb.2019.10.00732591077

[DEV205344C44] Molina, M. D., De Crozé, N., Haillot, E. and Lepage, T. (2013). Nodal: master and commander of the dorsal-ventral and left-right axes in the sea urchin embryo. *Curr. Opin. Genet. Dev.* 23, 445-453. 10.1016/j.gde.2013.04.01023769944

[DEV205344C45] Mortazavi, A., Williams, B. A., McCue, K., Schaeffer, L. and Wold, B. (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat. Methods* 5, 621-628. 10.1038/nmeth.122618516045 PMC13303166

[DEV205344C46] Oliveri, P., Davidson, E. H. and McClay, D. R. (2003). Activation of pmar1 controls specification of micromeres in the sea urchin embryo. *Dev. Biol.* 258, 32-43. 10.1016/S0012-1606(03)00108-812781680

[DEV205344C47] Oliveri, P., Tu, Q. and Davidson, E. H. (2008). Global regulatory logic for specification of an embryonic cell lineage. *Proc. Natl. Acad. Sci. USA* 105, 5955-5962. 10.1073/pnas.071122010518413610 PMC2329687

[DEV205344C48] Peng, C. F. J. and Wikramanayake, A. H. (2013). Differential regulation of disheveled in a novel vegetal cortical domain in sea urchin eggs and embryos: implications for the localized activation of canonical Wnt signaling. *PLoS ONE* 8, e80693. 10.1371/journal.pone.008069324236196 PMC3827468

[DEV205344C49] Piacentino, M. L., Ramachandran, J. and Bradham, C. A. (2015). Late Alk4/5/7 signaling is required for anterior skeletal patterning in sea urchin embryos. *Development* 142, 943-952. 10.1242/dev.11432225633352

[DEV205344C50] Piacentino, M. L., Chung, O., Ramachandran, J., Zuch, D. T., Yu, J., Conaway, E. A., Reyna, A. E. and Bradham, C. A. (2016). Zygotic LvBMP5-8 is required for skeletal patterning and for left-right but not dorsal-ventral specification in the sea urchin embryo. *Dev. Biol.* 412, 44-56. 10.1016/j.ydbio.2016.02.01526905309

[DEV205344C51] Rafiq, K., Shashikant, T., McManus, C. J. and Ettensohn, C. A. (2014). Genome-wide analysis of the skeletogenic gene regulatory network of sea urchins. *Development* 141, 950-961. 10.1242/dev.10558524496631

[DEV205344C52] Revilla-I-Domingo, R., Oliveri, P. and Davidson, E. H. (2007). A missing link in the sea urchin embryo gene regulatory network: hesC and the double-negative specification of micromeres. *Proc. Natl. Acad. Sci. USA* 104, 12383-12388. 10.1073/pnas.070532410417636127 PMC1941478

[DEV205344C53] Röttinger, E., Saudemont, A., Duboc, V., Besnardeau, L., McClay, D. and Lepage, T. (2008). FGF signals guide migration of mesenchymal cells, control skeletal morphogenesis [corrected] and regulate gastrulation during sea urchin development. *Development* 135, 353-365. 10.1242/dev.01428218077587

[DEV205344C69] Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B. et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676-682. 10.1038/nmeth.201922743772 PMC3855844

[DEV205344C54] Sharma, T. and Ettensohn, C. A. (2010). Activation of the skeletogenic gene regulatory network in the early sea urchin embryo. *Development* 137, 1149-1157. 10.1242/dev.04865220181745

[DEV205344C55] Shashikant, T., Khor, J. M. and Ettensohn, C. A. (2018). From genome to anatomy: The architecture and evolution of the skeletogenic gene regulatory network of sea urchins and other echinoderms. *Genesis* 56, e23253. 10.1002/dvg.2325330264451 PMC6294693

[DEV205344C56] Solek, C. M., Oliveri, P., Loza-Coll, M., Schrankel, C. S., Ho, E. C. H., Wang, G. and Rast, J. P. (2013). An ancient role for Gata-1/2/3 and Scl transcription factor homologs in the development of immunocytes. *Dev. Biol.* 382, 280-292. 10.1016/j.ydbio.2013.06.01923792116

[DEV205344C57] Su, Y. H. (2014). Telling left from right: left-right asymmetric controls in sea urchins. *Genesis* 52, 269-278. 10.1002/dvg.2273924395739

[DEV205344C58] Summers, R. G., Morrill, J. B., Leith, A., Marko, M., Piston, D. W. and Stonebraker, A. T. (1993). A stereometric analysis of karyokinesis, cytokinesis and cell arrangements during and following fourth cleavage period in the sea urchin, Lytechinus variegatus: (sea urchin embryo/cell division patterns/stereo imaging/3-D reconstruction). *Dev. Growth Differ.* 35, 41-57. 10.1111/j.1440-169X.1993.00041.x37280928

[DEV205344C59] Sun, Z. and Ettensohn, C. A. (2014). Signal-dependent regulation of the sea urchin skeletogenic gene regulatory network. *Gene Expr. Patterns* 16, 93-103. 10.1016/j.gep.2014.10.00225460514

[DEV205344C60] Sun, Z. and Ettensohn, C. A. (2017). TGF-β sensu stricto signaling regulates skeletal morphogenesis in the sea urchin embryo. *Dev. Biol.* 421, 149-160. 10.1016/j.ydbio.2016.12.00727955944

[DEV205344C61] Tarsis, K., Gildor, T., Morgulis, M. and Ben-Tabou de-Leon, S. (2022). Distinct regulatory states control the elongation of individual skeletal rods in the sea urchin embryo. *Dev. Dyn.* 251, 1322-1339. 10.1002/dvdy.47435403290 PMC9543741

[DEV205344C62] Terasaki, A. G., Ohnuma, M. and Mabuchi, I. (1997). Identification of actin-binding proteins from sea urchin eggs by F-actin affinity column chromatography. *J. Biochem.* 122, 226-236. 10.1093/oxfordjournals.jbchem.a0217339276693

[DEV205344C63] Thomas, C. F., Hawkins, D. Y., Skidanova, V., Marrujo, S. R., Gibson, J., Ye, Z. and Bradham, C. A. (2023). Voltage-gated sodium channel activity mediates sea urchin larval skeletal patterning through spatial regulation of Wnt5 expression. *Development* 150, dev201460. 10.1242/dev.20146037139779

[DEV205344C64] Valencia, J. E. (2018). The developmental organization of regulatory states in the sea urchin larva. *PhD thesis*, California Institute of Technology, Pasadena, CA.

[DEV205344C65] Weitzel, H. E., Illies, M. R., Byrum, C. A., Xu, R., Wikramanayake, A. H. and Ettensohn, C. A. (2004). Differential stability of beta-catenin along the animal-vegetal axis of the sea urchin embryo mediated by dishevelled. *Development* 131, 2947-2956. 10.1242/dev.0115215151983

[DEV205344C66] Wilt, F., Killian, C. E., Croker, L. and Hamilton, P. (2013). SM30 protein function during sea urchin larval spicule formation. *J. Struct. Biol.* 183, 199-204. 10.1016/j.jsb.2013.04.00123583702

[DEV205344C67] Yu, G., Wang, L.-G., Han, Y. and He, Q.-Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* 16, 284-287. 10.1089/omi.2011.011822455463 PMC3339379

# Supplementary material for: BMP signaling regulates dorsal skeletal growth in the sea urchin embryo
**Source:** Development. 2026 Apr 23;153(16):dev205344. doi: 10.1242/dev.205344
**Supplement:** Supplementary information

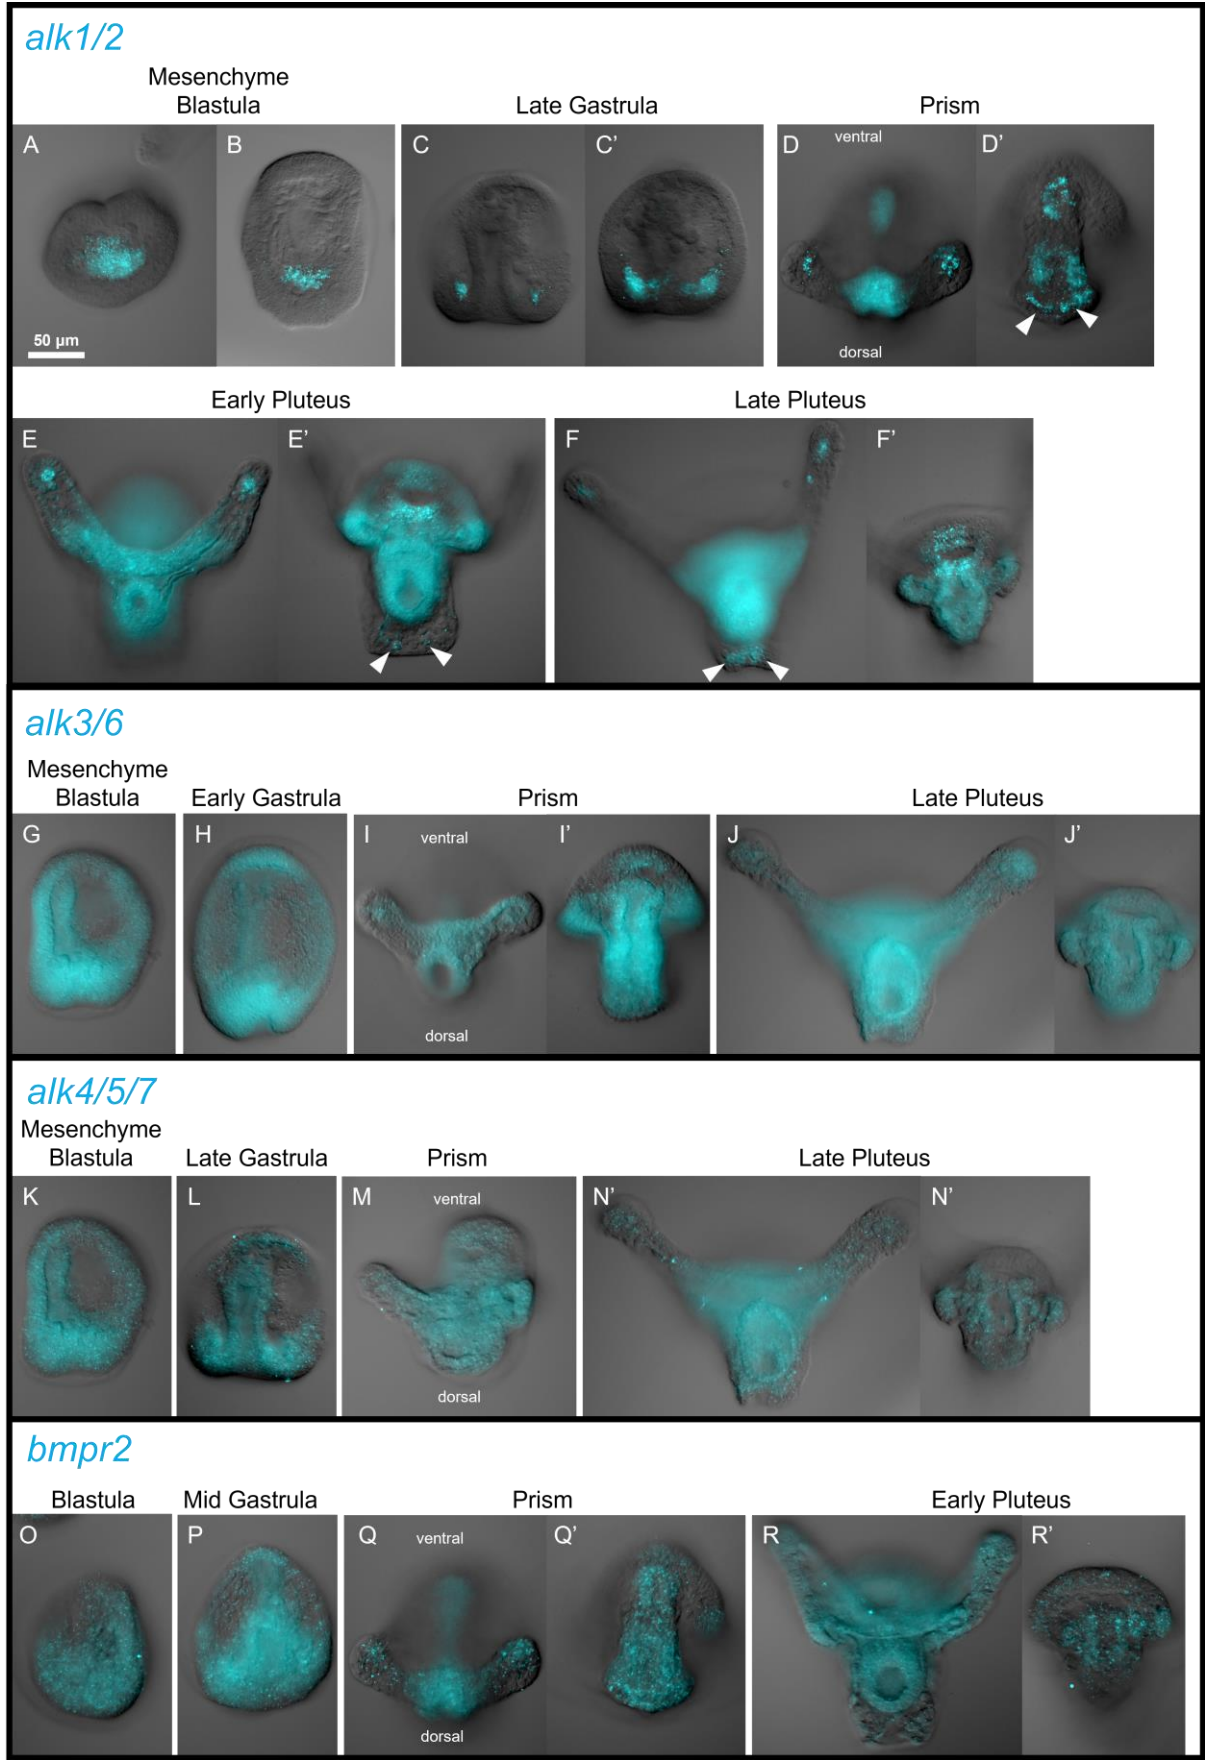

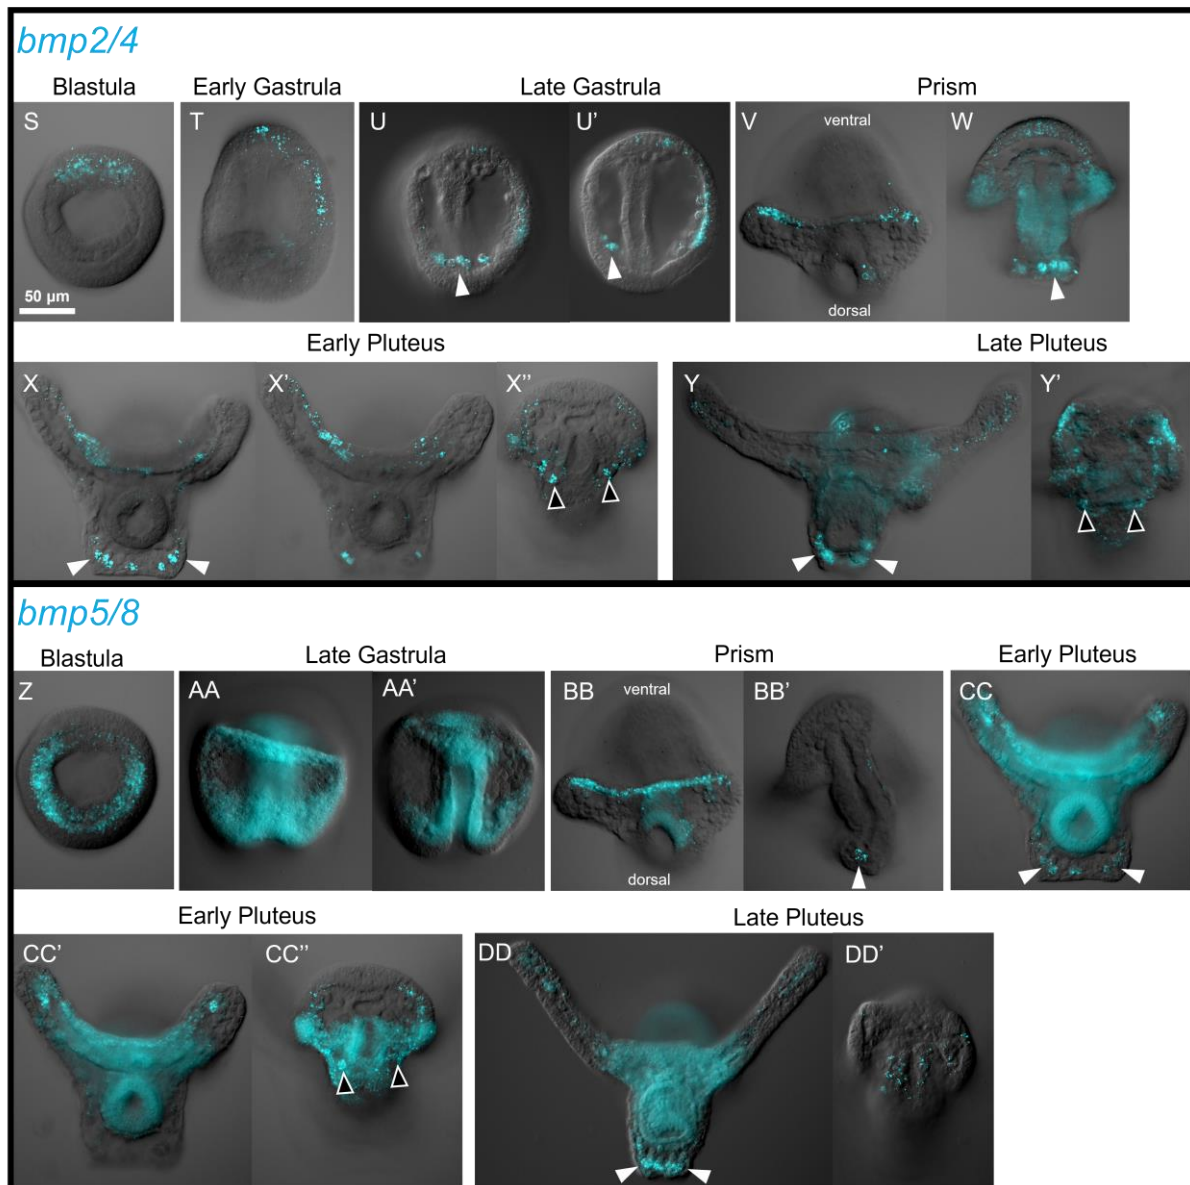

**Fig. S1. Spatiotemporal expression pattern of components of the BMP signaling pathway.**

Fixed *L. variegatus* embryos from various stages were stained via HCR in-situ hybridization. White arrowheads mark the dorsal region of the skeletal syncytium when expression was visible. Outline arrowheads mark PMCs that are in the recurrent rod region of the skeletal syncytium when expression was visible.

A – C': *alk1/2* was expressed in all of the PMCs at the mesenchyme blastula stage through the gastrula stage. D & D': *alk1/2* expression was then restricted within the PMC syncytium to just the dorsal region and the PMCs at the tips of the post-oral arms at the prism stage. At this same time, *alk1/2* was transiently expressed in

multiple gut domains. E – F': Through the rest of development, *alk1/2* was expressed in the dorsal region of the syncytium and the PMCs at the tips of the post-oral arms. It was also expressed strongly in two domains on opposite sides of the oral hood along the animal-vegetal axis.

G – J': *Alk3/6* showed extremely weak and ubiquitous expression in all germ layers from mesenchyme blastula stage through the rest of development. There was some enriched expression in the oral hood of the ciliary band at the prism stage (I').

K – N': *alk4/5/7* showed moderate ubiquitous expression in all germ layers from the mesenchyme blastula stage to the pluteus stage, which was consistent with previous reports (Piacentino et al., 2015).

O & P: *bmpr2* was moderately expressed in all germ layers ubiquitously from the mesenchyme blastula to the early gastrula stage. Q & Q': by the prism stage, *bmpr2* expression showed more restriction and was strongly expressed throughout the gut and all three germ layers of the dorsal sheitel of the embryo. At the same time, it was also expressed in the ectodermal region overlying the growing tips of the post-oral arms. R & R': *bmpr2* expression was still weakly to moderately present in all three germ layers and was still clearly present in the oral hood, coelomic pouchs, and esophagus.

S & T: As previously reported (Duboc et al., 2004), *bmp2/4* was initially expressed throughout the ventral ectoderm up and remained expressed this way during early gastrulation. U & U': by the end of gastrulation, *bmp2/4* expression began to appear in the dorsal region of the PMC syncytium and its ventral ectodermal expression became more restricted. V & W: *bmp2/4* expression was highly enriched in the dorsal region of the PMC syncytium, the ventral ectoderm overlying the post-oral PMCs, and throughout most of the ciliary band. X – Y': *bmp2/4* expression remained in the dorsal region of the PMC syncytium throughout the rest of development and appeared in the two PMC bodies at the distal tips of the recurrent rods. It was expressed along the entire ventral ectoderm of the post-oral arms and through most of the oral hood. Interestingly, it was absent from the most animal and vegetal regions of the oral hood where *alk1/2* was typically expressed at these stages.

Z – AA': finally, *bmp5/8* showed a somewhat ubiquitous expression pattern from the mesenchyme blastula stage through gastrulation, but it more strongly expressed

where *bmp2/4* was not present (S & Z show the same embryo). BB & BB' the ubiquitous expression of *bmp5/8* was gone by the prism stage and it was only just starting to be expressed in the dorsal region of the PMC syncytium. It was also strongly expressed along the entire ventral-vegetal region of the ciliary band, unlike *bmp2/4* which was restricted to just the ectoderm overlying the post-oral arms. CC – CC'': at the early pluteus stage, *bmp5/8* became strongly expressed throughout the dorsal region of the PMC syncytium and appeared in the single distal-most PMCs of the recurrent rods. It was also strongly expressed in the distal-most PMC of each post-oral arm. Similar to *bmp2/4*, *bmp5/8* was expressed throughout the oral hood except where *alk1/2* was expressed. DD & DD': at the late pluteus stage, expression of *bmp5/8* weakened, though was not gone, in most domains except the dorsal region of the PMC syncytium where it remained strongly expressed.

The embryos showed strong autofluorescence in the gut at later stages, which was exacerbated by the body being compressed on the slide. As such, this autofluorescence could reach intensity levels similar to punctate HCR staining and could not be eliminated.

At least 30 embryos of each stage for each gene of interest were observed and representative images showing expression patterns consistent with >90% of observed embryos are shown.

Many images shown in Fig. S1 use the same images shown in Fig. 4 of the main manuscript, but provide a view of the entire embryo to show all staining patterns rather than magnified views of particular regions. The following are the images of Fig. 4 and the respective image of Fig. S1 that are the same: Figs 4A & S1A; Figs 4B & S1C'; Figs 4C & S1D; Figs 4D & S1E'; Figs 4E & S1F; Figs 4E' & S1F'; Figs 4F & S1P; Figs 4G & S1Q'; Figs 4J & S1U; Figs 4K & S1W; Figs 4L & S1X; Figs 4L' & S1X'; Figs 4N & S1AA; Figs 4O & S1BB'; Figs 4P & S1CC; Figs 4P' & S1CC'.

Additionally, some groups of images of Fig. 4 and Fig. S1 show the same embryo at different focal planes or show the HCR *in-situ* staining pattern for different mRNAs. Images in the same grouping are of the same embryo: Fig. 4B and Fig. S1C, C', & L; Fig. 4L, L', P, P' and Fig. S1X, X', X'', CC, CC' and CC''; Fig. 4C, G and Fig. S1D, D', Q, Q'; Fig. 4O and Fig. S1V, BB, BB'; Fig. S1G and Fig. S1K; Fig. S1J, J' and Fig. S1N, N'; Fig. S1S and Fig. S1Z.

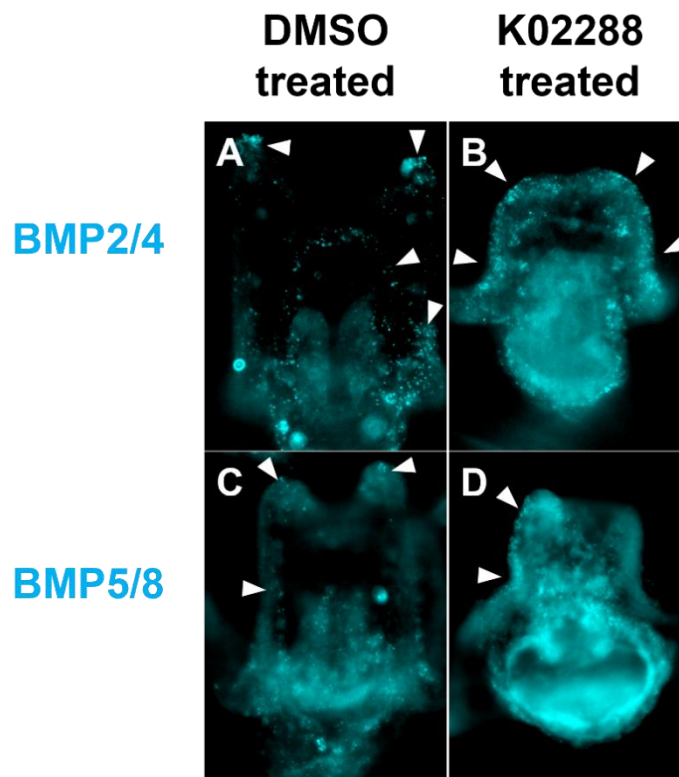

**Fig. S2. Spatiotemporal expression pattern of components of the BMP signaling pathway.**

*L. variegatus* embryos treated with DMSO or 1 $\mu$ M K02288 continuously starting after the formation of the tri-radiate spicule rudiments from various stages were fixed at the late pluteus stage (2 days post-fertilization). They were then stained via HCR in-situ hybridization. The two BMP ligands, *bmp2/4* and *bmp5/8*, were normally expressed in the ectoderm of the oral hood in DMSO treated embryos as seen in the untreated embryos in Fig. S1. Additionally, treatment with 1 $\mu$ M K02288 had no effect on expression of either ligand in the ectoderm despite inhibiting expression of both ligands in the DS.

**Table S1. mRNAs with decreased expression following K02288 treatment.** Total mRNA from *L. variegatus* embryos treated with DMSO or 1  $\mu$ M K02288 in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly decreased expression in 1  $\mu$ M K02288-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S2. mRNAs with increased expression following K02288 treatment.** Total mRNA from *L. variegatus* embryos treated with DMSO or 1  $\mu$ M K02288 in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly increased expression in 1  $\mu$ M K02288-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S3. mRNAs with decreased expression following axitinib treatment.** Total mRNA from *L. variegatus* embryos treated with DMSO or 75 nM axitinib in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly decreased expression in 75 nM axitinib-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S4. mRNAs with increased expression following axitinib treatment.** Total mRNA from *L. variegatus* embryos treated with DMSO or 75 nM axitinib in ASW continuously starting after the formation of the tri-radiate spicule rudiments was collected at the pluteus stage (2 dpf) and sequenced. This table displays all mRNAs with significantly increased expression in 75 nM axitinib-treated embryos compared to DMSO-treated embryos. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S5. mRNAs similarly impacted by both axitinib and K02288 treatment.**

This table displays mRNAs with significantly altered expression levels following either drug treatment compared to control embryos. Treatment with one drug resulted in changes to mRNA expression that were not significantly different from treatment with the other drug. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S6. mRNAs impacted differently by axitinib and K02288 treatment.**

This table displays mRNAs with significantly altered expression levels following either drug treatment compared to control embryos. Additionally, treatment with one drug resulted in changes to mRNA expression levels that were significantly different from treatment with the other drug. This includes instances where one drug had a more intense effect compared to the other drug, or where two treatments caused opposite changes in mRNA expression levels relative to the base expression level in DMSO treated embryos. See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S7. mRNAs with enriched expression in PMCs.**

This table displays mRNAs that were determined to be enriched in PMCs compared to other cell types based on previously published scRNA-seq data (Massri et al., 2021). See Materials and Methods.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S8. Manually curated mRNAs with known PMC enrichment.**

This table contains all mRNAs that were known to be strongly expressed in PMCs or relevant to skeletogenesis based on previous data (see Materials and Methods) which were compared to our RNA-seq data to determine if the expression of these mRNAs was impacted by axitinib or K02288 treatment.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S9. Comparison of scRNA-seq PMC-enriched mRNA list and drug-affected mRNAs.**

This table summarizes the genes identified as PMC enriched in the scRNA-seq that were also identified as affected by either drug in the total RNA-seq experiment performed in this study.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

**Table S10. PMC-enriched mRNAs affected by axitinib and/or K02288.**

This table summarizes the findings of comparing known PMC enriched mRNAs to mRNAs identified in the total RNA-seq experiment performed in this study. Enriched mRNAs that were affected by axitinib and/or K02288 are listed with relevant data from the total RNA-seq as well as the impact of drug treatment on mRNA expression. mRNAs are divided into those affected only by K02288, only by axitinib, or affected by both drug treatments relative to DMSO treated embryos.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205344#supplementary-data>

## References

- DUBOC, V., RÖTTINGER, E., BESNARDEAU, L. & LEPAGE, T. 2004. Nodal and BMP2/4 signaling organizes the oral-aboral axis of the sea urchin embryo. *Dev Cell*, 6, 397-410.
- MASSRI, A. J., GREENSTREET, L., AFANASSIEV, A., BERRIO, A., WRAY, G. A., SCHIEBINGER, G. & MCCLAY, D. R. 2021. Developmental single-cell transcriptomics in the *Lytechinus variegatus* sea urchin embryo. *Development*, 148, dev198614.
- PIACENTINO, M. L., RAMACHANDRAN, J. & BRADHAM, C. A. 2015. Late Alk4/5/7 signaling is required for anterior skeletal patterning in sea urchin embryos. *Development*, 142, 943-52.

How the deposited data were processed for this re-analysis (not part of the article)

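Poly-A RNA of whole L. variegatus embryos was sequenced from 3 matings, each with 1 library treated with DMSO, 1 with 1 µM K02288 and 1 with 75 nM axitinib from between 18 and 20 hpf to 2 dpf at 21 °C. The authors mapped the reads to the L. variegatus genome with HISAT2, whose version the paper's text does not give, and deposited the counts, which are raw whole-number counts per gene. Per the methods and the file headers, the authors also deposited FPKM values, which were tested on the files to equal the count divided by the gene length and by 1 scaled library size per library. No replicates were pooled in either file. Library totals ran from 9359212 to 11815263 counts. Each library's limit for a gene without counts is 3 counts, and such limits cover counting error only.

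All 26814 genes of the count table were matched to the RefSeq annotation, which gave the positions and descriptions. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by treatment, TMM normalization, glmQLFit and glmQLFTest) on the libraries of the treatments compared, without a mating term. The threshold was the unadjusted p of at most 0.05 that the paper's methods give, and p values were also adjusted by Benjamini-Hochberg over all genes tested. Normalized counts in the text are counts scaled by TMM over the 9 libraries, given as mean and SD. Sets of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and beside it with an estimated correlation and with fry. The PMC-enriched list joined the gene identifiers of Tables S7 and S8, each counted once, and so includes the BMP, Nodal and VEGF pathway columns of Table S8. The set of xenobiotic metabolism genes held the 464 genes described as a cytochrome P450, glutathione S-transferase, UDP-glucuronosyltransferase, sulfotransferase or ATP-binding cassette protein.

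The paper's methods state that the replicates came from separate matings. This was checked in the counts. After each treatment's mean was removed, log2 CPM correlated across genes with r between 0.706 and 0.750 for the 9 pairs of libraries with the same replicate number and between -0.420 and -0.327 for the 18 other pairs. The replicate number therefore pairs the libraries, and a fit with the mating as a term (replicate block) was made for every comparison.

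The alternatives were RLE normalization (the size factors of DESeq2 in edgeR), no filter, a filter of at least 10 counts in every sample, DESeq2 1.42.0, all 9 libraries in 1 fit, the replicate block, limma-trend on log2(FPKM + 1), and leaving out each library in turn. For the PMC-enriched list they also included Table S7 alone and adjusted p values over all genes or over the list. DESeq2 was first run after a filter on low counts and, after its values had been seen, was run on all genes with its own defaults, which are the values given. Its adjusted p is missing where its own filter removed a gene, and such genes were not counted.

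Genes were named by a rule. It took the genes that the paper names for these libraries, the pathway and transcription factor genes of Table S8, and for each drug up to 5 genes that fell and 5 that rose with the lowest p, an adjusted p under 0.05 and the same direction in all 3 matings. msp130 and the genes listed under other identifiers in Tables 1 and S10 fall outside this rule.

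The tests were tested on simulated data with 200 changed genes. Without differences between matings, edgeR recovered 93.5% of the changed genes at an adjusted p under 0.05, and 4.94% of the unchanged genes had an unadjusted p of at most 0.05. With differences between matings of an SD of 0.4 in log2, it recovered 38% and called 0.290% of unchanged genes at that unadjusted threshold. The fit with the mating as a term then recovered 94% and called 4.41%. Sharing of the DMSO libraries was simulated 20 times by drawing all 9 libraries from their mating's means without a drug effect. An earlier form of this simulation, which called many genes although no drug effect was drawn, was replaced after its values were seen.

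Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The HCR, immunostaining and skeletal measurements of the paper have no values in these files and were not analysed here, and the published scRNA-seq data were used only through Table S7.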

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

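The genes below lie outside those that the paper discusses in its text, had an adjusted p under 0.05 against DMSO and changed the same way in all 3 matings. Of the tests in this part, those on chordin and other Nodal pathway genes, on single matings and on counts before scaling were chosen after the result was seen.

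With K02288, 1 gene met these conditions. LOC121431895, described as pituitary homeobox x-like, fell from 424 ± 38.4 normalized counts (SD, n = 3) to 88.2 ± 4.32, a log2 fold change of -2.27 (adjusted p = 0.0333). With axitinib it had a log2 fold change of -0.15, and the drugs differed (-2.12, adjusted p = 0.0150). When each library was left out in turn, its log2 fold change stayed between -2.31 and -2.18, though none of those 6 fits had a gene with an adjusted p under 0.05. Of the 6 Nodal pathway genes of Table S8, nodal and lefty fell with it, and the others are given below. nodal had 24, 113 and 36 counts with DMSO and 0, 4 and 0 with K02288 in matings 1, 2 and 3. lefty had 17, 153 and 29 counts with DMSO and 0, 13 and 4 with K02288, a log2 fold change of -3.49. Other Nodal pathway genes of Table S8 did not fall. Cripto was higher with K02288, with a log2 fold change of 1.13. Its adjusted p was 0.0206 with the mating as a term, and it did not pass the unadjusted threshold without it. Alk4/5/7 and ACVRII changed by 0.0027 and 0.066, and chordin is given below.

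Some technical explanations were argued against. In counts before any scaling, with counts under 3 set to 3, the smallest fall of any of the 3 genes in any mating was -1.96 in log2, while the log2 ratio of the library totals, K02288 to DMSO, lay between -0.037 and 0.22. Library size and its scaling therefore do not account for the fall. After scaling, the smallest fall in any mating was -2.11, so no single mating decides it. The counts of nodal and lefty with K02288 are near the limit of detection, and their fold changes are imprecise. For lefty the unadjusted p was above 0.05 without DMSO replicate 2 (-2.15) and without K02288 replicate 3 (-3.28). A candidate explanation is that K02288 lowers Nodal signalling throughout the embryo, in which case chordin, which Table S8 lists in the same pathway, would fall as well. Chordin had a log2 fold change of 0.29 with K02288 and was higher in each of the 3 matings (adjusted p = 0.184 with the mating as a term). With axitinib, however, chordin fell (-0.52) while nodal (1.23) and lefty (0.91) rose. Chordin thus did not follow nodal in these libraries, and its value cannot decide the question. Lower Nodal signalling stays open. So does a response of nodal, lefty and LOC121431895 to K02288 itself, direct or through BMP signalling in some cells, which was not tested.

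With axitinib, 5 of the genes fell. LOC121410751, described as ETS translocation variant 1-like, had a log2 fold change of -2.61 (adjusted p = 0.00124), and LOC121430850, described as sprouty homolog 3-like, of -2.55 (adjusted p = 0.0141). LOC121417344, a scavenger receptor cysteine-rich protein, fell from 612, 377 and 684 counts to 7, 5 and 7 counts (log2 fold change -6.39, adjusted p = 0.00351). LOC121418279, without a description, changed by -2.99 (adjusted p = 0.00496) and LOC121424436, a glycine transporter, by -1.84 (adjusted p = 0.0141). The other 4 rose. They were LOC121410870, described as procathepsin L-like (2.24, adjusted p = 0.00457), the uncharacterized LOC121429222 (1.88, adjusted p = 0.0141), LOC121415121, described as platelet-derived growth factor receptor alpha-like (1.72, adjusted p = 0.0460), and LOC121430638, a monocarboxylate transporter (1.43, adjusted p = 0.0290). Each of the 20 genes with an adjusted p under 0.05 had one with RLE normalization and with the replicate block as well.

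Axitinib inhibits a receptor tyrosine kinase, and a candidate explanation for the fall of the ETS variant and sprouty genes is weaker signalling from such receptors through growth response genes. The set of such genes that was written down for the test held 2 genes in these data, with a median log2 fold change of -0.13. One, LOC121424778, described as early growth response protein 1-B-like, fell (-0.52) and the other, LOC121423647, described as transcription factor AP-1-like, rose (0.26), so the test decided nothing. Effects of gene length were also weighed. Across genes, the log2 fold change with axitinib had a Spearman rho of -0.0927 with gene length and that with K02288 a rho of -0.108. The former lies under 0.1 in size, the bound set for setting length aside, and the latter just over it, so a weak trend with length stays open for K02288. Genes are not independent replicates in these correlations. Whether the changes arise in PMCs or in other cells cannot be read from RNA of whole embryos.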

How the results depend on the processing

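The alternatives were set before the data were examined, except those named here as chosen after the data were seen. Leaving out 1 library gave 6 fits per comparison, and 9 for results on both drugs.

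The direction of the PMC-enriched genes of Table S7, lower with both drugs, held under every alternative in which the set was tested (all but DESeq2), with a median log2 fold change across the leave-one-out fits from -0.16 to -0.08 for K02288 and from -0.16 to -0.13 for axitinib. The total counts of genes at an unadjusted p of at most 0.05 kept within 1.5 times their values under every alternative but the replicate block, apart from the count that differs between the drugs and the choices of list and threshold for the PMC-enriched list, both given below. They ran from 334 to 391 genes for K02288, from 621 to 762 for axitinib, from 95 to 126 with both drugs and from 72 to 87 for the PMC-enriched list when 1 library was left out. Some counts by direction moved further. Without DMSO replicate 3, the genes lower with K02288 fell from 200 to 127 and those lower with both drugs from 70 to 43, and with all 9 samples in one fit the genes higher with both drugs rose from 40 to 65. DESeq2 and edgeR shared 350 of these genes for K02288 and 698 for axitinib. All 399 genes called with K02288 and 776 of the 777 called with axitinib were called with the replicate block too.

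With the replicate block, the counts at the unadjusted threshold rose to 2144 for K02288, 2859 for axitinib, 942 with both drugs and 385 that differ between the drugs, and to 177 for the PMC-enriched list. The counts at an adjusted p under 0.05 rose to 469 and 998. The cause lies in the construction of this fit, which takes the differences between matings out of the spread between replicates. The replicate block changed no other call among the results for sets and lists that were followed across the alternatives. With the replicate block and an adjusted p over all genes, a pair of choices made after the data were seen, 194 genes were called with both drugs and 93 of the PMC-enriched list. With Table S7 and the transcription factor and other columns of Table S8, also chosen after the data were seen, 78 genes of the list passed the unadjusted threshold without the mating, against 84 with all of Table S8.

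The counts at an adjusted p under 0.05 were the least stable. For K02288, 1 gene passed, against 18 with DESeq2, 2 with all 9 samples in one fit and 0 with limma-trend on log2(FPKM + 1). For axitinib, 20 genes passed, against 141 with DESeq2, 56 with all 9 samples in one fit and 49 with no filter. Without 1 library, 0 genes passed for K02288 in each fit, and from 3 (without axitinib replicate 3) to 12 (without axitinib replicate 1) for axitinib. The cause of the changes other than those from fewer libraries was not tested. Of the PMC-enriched list, 53 genes passed the unadjusted threshold with Table S7 alone, which holds fewer genes. At an adjusted p under 0.05, 3 passed over all genes tested and 24 adjusted over the list alone. The genes that differ between the drugs numbered from 21 (without DMSO replicate 1) to 40, with 22 without DMSO replicate 3 and 27 without K02288 replicate 1.

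For the xenobiotic metabolism genes, the median log2 fold change with K02288 was 0.0751 with no filter and 0.0764 with all 9 samples in one fit, both no longer past the test's threshold, and from 0.0324 to 0.13 without 1 library, past the threshold only without DMSO replicate 1. With axitinib it ran from 0.00401 (without DMSO replicate 2, where the direction of the set test reversed) to 0.0922. The correlation of the drugs' log2 fold changes across genes was 0.563 with no filter and 0.524 with DESeq2, and from 0.293 (without K02288 replicate 3) to 0.572 (without DMSO replicate 1) in the leave-one-out fits. The cause was not tested.

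For sm30f, the log2 difference of -0.20 between K02288 and axitinib reversed to 0.30 with the replicate block and to 0.43 with limma-trend on log2(FPKM + 1). It ran from -1.20 to 1.95 without 1 library, reversing without axitinib replicate 1 (1.95), K02288 replicate 2 (0.12) and K02288 replicate 3 (0.12), so no direction can be given. The bmp5/8 change with K02288 ran from -0.0655 (without K02288 replicate 3, a reversal) to 0.52. The cause of these reversals was not tested. Among the 58 results for single genes followed across the alternatives, the replicate block brought 13 past the unadjusted threshold, all 9 samples in one fit took 5 below it, limma-trend brought 2 past it and took 1 below it, and the leave-one-out fits took 47 below it and brought 8 past it. RLE normalization, no filter, at least 10 counts in every sample and DESeq2 changed none of these 58. Among other genes of Tables 1-3, DESeq2 brought LOC100891544 past the threshold with K02288 and took LOC100889952 with axitinib, and angpt1l and SpP19L with K02288, below it. LOC121417344 and myoD with axitinib, and nodal and lefty with K02288, have no value under the filter of at least 10 counts in every sample.

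In simulated data with differences between matings, the fit without the mating recovered 38% of the changed genes at an adjusted p under 0.05. The replicate block recovered 94%. The former thus missed most of the changed genes in those data. What share of the genes not called here are changed cannot be read from this. Genes near the limit of 3 counts, such as nodal with K02288, have imprecise fold changes at this depth.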

Differences from the paper's values

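No value of the paper that was also computed here differed from it by more than 1.5 times, or in direction, in the main edgeR analysis without the mating. The paper gives 1077 genes altered with either drug, and 1046 were found here. With DESeq2, an alternative set before the data were examined and the tool that the paper's methods name, the values were those of the paper. This holds for DESeq2 on all genes with its defaults, the form used after the values of a first run behind a low-count filter had been seen. They were 1077 genes with either drug, 494 lower and 295 higher with axitinib, 196 lower and 224 higher with K02288, 132 with both drugs, and 38 that differ between the drugs and 94 that do not. For the PMC-enriched list, the paper gives 74 genes, 19 with K02288 only, 30 with axitinib only and 25 with both, against 84 here and 83 with DESeq2 (23, 34 and 26). With the replicate block, the counts differed from the paper's by more than 1.5 times, for example 4061 genes with either drug.

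For genes that the paper names, the following results differ from it in direction or in whether a gene was called. The paper names scl among the genes regulated positively by BMP signalling. In the RNA of whole embryos scl was lower with K02288, the direction that the paper gives, with a log2 fold change of -0.29. Within matings 1, 2 and 3 it was -0.64, -0.16 and -0.12. The change did not pass the unadjusted threshold in edgeR or DESeq2. With the replicate block it did (-0.30), though its adjusted p was 0.378. The paper names both BMP ligands among the genes upregulated by BMP signalling. bmp2/4 was lower with K02288 in each of the 3 matings, with a log2 fold change of -0.36. It passed the unadjusted threshold with the replicate block (-0.35) and without DMSO replicate 3 (-0.46) but under none of the other alternatives. bmp5/8 was higher with K02288 (0.27), and past the threshold in that direction with the replicate block (0.24). For scl and both ligands the paper's evidence is HCR in dorsal PMCs and in those of the recurrent rods. The paper reports no effect of K02288 on the mRNA of either ligand in the ectoderm. RNA of whole embryos is therefore no direct test of these statements. From preliminary studies, the paper reports no effect of K02288 on sm37. In RNA of whole embryos sm37 was past the unadjusted threshold with the replicate block (-0.31, adjusted p = 0.157) and without K02288 replicate 2 (-0.40), but not in edgeR without the mating (-0.30) or in DESeq2. The paper lists gata3 as sensitive to K02288 only, and with the replicate block gata3 was also called with axitinib (-0.37). By HCR, the paper reports ectopic gata3 in ventral PMCs with axitinib, from which it proposes repression by VEGF signalling. In RNA of whole embryos gata3 was lower with axitinib in each of the 3 matings, the other direction. The paper also describes gata3 in the ventral midgut, so RNA of whole embryos is no direct test of gata3 in PMCs. gata3 was 1 of 8 genes of Table 1 that only this fit called with axitinib. Among them sm30f, LOC121413455 and mmp24 had an adjusted p under 0.05 (0.00734, 0.0203 and 0.0342). In Table 3, 15 genes listed as sensitive to axitinib only were called with K02288 only in this fit, none at an adjusted p under 0.05. In Table 2, LOC100891544 is listed as sensitive to both drugs and was not called with K02288 in edgeR (-0.71), but was called with DESeq2 and with the replicate block. In Table 1, LOC100889952 is listed as sensitive to K02288 only and was called with axitinib as well (-0.62), though not with DESeq2. In Table 3, angpt1l and SpP19L are listed as sensitive to axitinib only and were called with K02288 too (-0.37 and -0.31), though not with DESeq2. The genes named mmp24 and LOC105439232 carry other identifiers in Table S10 than in Table 1. Under those of Table S10, LOC121408415 had a log2 fold change of -1.62 and LOC121415813 of -1.19 with K02288.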

Other observations

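Of the tests in this part, those with the mating as a term and the one on neighbouring genes without a shared domain were chosen after the result was seen.

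Fewer genes had an unadjusted p of at most 0.05 with K02288 (2.45% of those tested) than chance would give without differences between matings. A test too strict for 3 libraries against 3 was argued against, since 4.94% of unchanged genes in simulated data without mating differences passed the same threshold. Differences between matings that are counted as spread between replicates are consistent with the low count. Of the genes tested, 13.2% passed with the mating as a term. In the simulations with mating differences, the fit without the mating had called 0.290% of unchanged genes. The first components, which follow the mating, point the same way.

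Other splits of the 6 libraries of a comparison were fitted to see how often they give as large a result, and each count of splits or labellings here and below includes the real one. For K02288 against DMSO, 7 of the 10 splits gave as many genes at the unadjusted threshold, for axitinib against DMSO 7 of the 10, and for K02288 against axitinib 7 of the 10. In each case the 6 splits besides the real one follow the matings, and they gave from 1355 to 1815 genes for K02288, from 1195 to 1577 for axitinib and from 1244 to 1915 between the drugs. Of the 4 splits that part every pair, the real one gave the most genes, and the other 3 gave from 33 to 60, from 31 to 50 and from 22 to 62. The other 3 hold 1 mating whose labels are exchanged. Those 3 splits, fitted with the mating as a term, gave 0 genes at an adjusted p under 0.05 (from 297 to 435 at the unadjusted threshold for K02288 and from 167 to 311 for axitinib). Without it, 1 of the 10 splits, the real one, gave as many genes at an adjusted p under 0.05 for K02288 and for axitinib. For the PMC-enriched list, 1 of the 10 splits gave as many genes for K02288 (47 genes, against at most 30 in the others) and for axitinib (65, against at most 25). This list includes the 19 genes that Table S8 lists as affected by a drug in these libraries, which favours the real split. The set test of Table S7 was as strong in 1 of the 10 splits for each drug. With 10 splits the share cannot be under 0.1. For the genes shared by both drugs, 19 of 60 labellings of the 9 libraries gave as large an overlap, with a median of 69 genes in the 59 random ones. Within matings 5 of 40 did, with a median of 8 in the 39 random ones. Relabelling across matings can thus give as large an overlap, but it puts differences between matings into the lists, as the splits along matings do. The comparison within matings includes relabellings that leave most libraries of a treatment together. Neither comparison decides whether the overlap is larger than chance gives.

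The drugs' log2 fold changes correlated across genes with r = 0.378, where genes are not independent replicates. Within matings 1, 2 and 3, r was 0.423, 0.446 and 0.472 (SD 0.0245). In the simulations without a drug effect, the shared DMSO libraries alone gave r from 0.481 to 0.513 (median 0.502). The correlation is thus no evidence for shared effects of the drugs.

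The PMC-enriched genes of Table S7 were lower as a set with both drugs, and less PMC RNA in the treated embryos as a whole is a candidate explanation. It would lower the genes alike. With the mating as a term, 9 genes of Table S7 were higher with axitinib and 8 with K02288 at an adjusted p under 0.05, which argues against it as the whole cause, beside 45 and 17 that were lower. An effect of the drugs on the expression of part of these genes, which the design names, stays open, as does less PMC RNA together with such an effect.

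For PMC-enriched genes called with a single drug, a candidate explanation is a response to both drugs that passes the threshold with 1 of them. Of those called with K02288 only, 13 of 19 differed between the drugs at the unadjusted threshold with the mating as a term, and of those called with axitinib only, 26 of 37 did. The explanation cannot be told apart from a response to a single drug, because the genes were chosen by the very pattern that the comparison tests. For 8 of the former and 20 of the latter, the other drug's change had the same direction and passed the unadjusted threshold with the mating as a term.

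The xenobiotic metabolism genes were tested as a set because both drugs are foreign compounds. Their median log2 fold change was 0.0713 with K02288 (camera p = 0.0468, and 0.164 with an estimated correlation and 0.251 with fry) and 0.0520 with axitinib (camera p = 0.518). Of the 10 splits, 3 gave as strong a set test for K02288 and 7 for axitinib. Induction by a foreign compound could not be decided, since the result for K02288 does not hold under fry or an estimated correlation.

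Neighbouring genes changed together more often than by chance. With axitinib 81 neighbouring pairs had both genes at an adjusted p under 0.05 with the mating as a term and in the same direction, against a median of 31 when positions were permuted, and with K02288 25 pairs did, against 7. Each had a permutation p of 1e-04, the smallest that 10000 permutations can give. Tandem copies of one gene, or reads shared between them, could give this. An excess stayed without pairs of the same description (53 pairs with axitinib and 18 with K02288, each with the same p), but genes of one family can differ in description. Among pairs that in addition both have a Pfam domain and share none, 17 changed together with axitinib (permuted median 17, permutation p = 0.577) and 7 with K02288 (median 4, p = 0.107). Whether tandem copies account for the whole excess cannot be told. Overlapping genes, reads running from one gene into the next and shared regulation of neighbours were not tested and stay open.

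Some genes of Table S8, of which bmp2/4, alk1/2 and alk3/6 are also followed in the paper by HCR in situ hybridization, have values here for whole embryos. With axitinib, bmp2/4 had a log2 fold change of -0.54 (adjusted p = 0.810, and 0.00475 with the mating as a term), and its unadjusted p was above 0.05 without DMSO replicate 1 (-0.38), axitinib replicate 2 (-0.52) and axitinib replicate 3 (-0.46). nodal had a log2 fold change of 1.23 with axitinib (adjusted p = 0.960, and 0.00578 with the mating as a term). It ran from 0.89 to 2.01 when each library was left out and passed the unadjusted threshold in 2 of the 6 fits, not without DMSO replicate 1 (0.89), DMSO replicate 3 (1.02), axitinib replicate 1 (1.23) or axitinib replicate 2 (1.06). chordin had a log2 fold change of -0.52 with axitinib (adjusted p = 0.846, and 0.0150 with the mating as a term), and it did not pass without DMSO replicate 1 (-0.35), axitinib replicate 2 (-0.47) or axitinib replicate 3 (-0.52). alk1/2 changed by 0.16 with K02288 and -0.14 with axitinib, and alk3/6 by -0.08 and 0.01, none of them past the unadjusted threshold. Hox1/Hox7 (LOC121410693), listed in Table S8 with the BMP pathway, was lower with K02288 (-0.64, adjusted p = 1.00, and 0.00621 with the mating as a term), and ets1 was lower with axitinib (-1.19, adjusted p = 0.0709, and 6.44e-05 with the mating as a term). alx1 was higher with axitinib (0.58, adjusted p = 0.846, and 0.0111 with the mating as a term). It ran from 0.40 (without axitinib replicate 3) to 0.76 and passed in 1 of the 6 fits, without axitinib replicate 1 (0.76). In each of these comparisons with an adjusted p under 0.05, all 3 matings moved the same way.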
